# Molecular changes associated with spontaneous phenotypic variation of *Paenibacillus polymyxa*, a commonly used biocontrol agent, and temperature-dependent control of variation

**DOI:** 10.1038/s41598-020-73716-7

**Published:** 2020-10-06

**Authors:** Younmi Lee, Young Soo Kim, Kotnala Balaraju, Young-Su Seo, Jungwook Park, Choong-Min Ryu, Seung-Hwan Park, Jihyun F. Kim, Seogchan Kang, Yongho Jeon

**Keywords:** Biotechnology, Microbiology

## Abstract

There has been a growing interest in deploying plant growth-promoting rhizobacteria (PGPR) as a biological control agent (BCA) to reduce the use of agrochemicals. Spontaneous phenotypic variation of PGPR, which causes the loss of traits crucial for biocontrol, presents a large obstacle in producing commercial biocontrol products. Here, we report molecular changes associated with phenotypic variation in *Paenibacillus polymyxa*, a PGPR widely used for biocontrol worldwide, and a simple cultural change that can prevent the variation. Compared to B-type (non-variant) cells of *P. polymyxa* strain E681, its phenotypic variant, termed as F-type, fails to form spores, does not confer plant growth-promoting effect, and displays altered colony and cell morphology, motility, antagonism against other microbes, and biofilm formation. This variation was observed in all tested strains of *P. polymyxa*, but the frequency varied among them. RNA-seq analysis revealed differential regulation of many genes involved in sporulation, flagella synthesis, carbohydrate metabolism, and antimicrobial production in F-type cells, consistent with their pleiotropic phenotypic changes. F-type cells's sporulation was arrested at stage 0, and the key sporulation gene *spo0A* was upregulated only in B-type cells. The phenotypic variation could be prevented by altering the temperature for growth. When E681 was cultured at 20 °C or lower, it exhibited no variation for 7 days and still reached ~ 10^8^ cfu/mL, the level sufficient for commercial-scale production of biocontrol products.

## Introduction

The heavy reliance on chemical pesticides and fertilizers to maximize crop production has adverse effects on human health and the environment^1–3^. Eco-friendly farming strategies have been promoted to mitigate this growing global problem. One strategy is applying specific microorganisms that enhance plant growth and health. Plant growth-promoting rhizobacteria (PGPR) potentially serve as an environmentally sustainable alternative to agrochemicals^4–7^ thanks to their well-known ability to colonize plant roots, stimulate plant growth, and reduce disease incidence in crop plants^8–12^. *Paenibacillus* spp., well-known PGPR, promote plant growth and protect plants from various phytopathogenic bacteria, fungi, nematodes, and viruses via multiple mechanisms^13–15^. One mechanism is producing numerous secondary metabolites that suppress diverse phytopathogens^16^. Besides, the long shelf-life of *Paenibacillus* spp. makes them suitable for formulating commercial biocontrol products^17^. Especially, *P. polymyxa* has been frequently used as a biological control agent (BCA) globally due to its rhizosphere competence and tolerance to harsh environmental conditions^6,18^.

Some *Paenibacillus* spp. have been shown to display phenotypic variation, including reversible switching between the rod- and coccoid-shaped cells^19,20^. A recent study showed that *P. polymyxa* also formed two forms of distinctly shaped colonies when cultured on a solid medium, presumably without involving any genetic alterations^15^. Such microbial phenotypic variation appears to be a survival strategy under varying environmental conditions^20,21^. When environmental conditions change, microorganisms trigger a set of complex regulatory networks that drive cellular or developmental changes needed for their adaptation to the environment or long-term survival.

Here, we investigated the molecular basis of phenotypic variation using *P. polymyxa* strain E681. This strain was isolated from the roots of winter barley in Korea and has been shown to colonize the rhizospheres of cucumbers, pepper, sesame, and *Arabidopsis thaliana* and to benefit plants in vitro and in vivo^22,23^. Gene expression patterns in B-type (non-variant) and F-type (variant) cells were compared via RNA-seq to identify likely gene expression changes underpinning observed phenotypic changes. We also attempted to develop simple strategies to prevent or minimize phenotypic variation during mass production. A large proportion of E681 cells converted from B-type to F-type before lysis in liquid culture. The phenotypic variation of E681 affected spore production, a trait required for commercialization, and the production of antimicrobials. The phenotypic variation also occurred when E681 cells were applied in the field, likely reducing its efficacy as a biocontrol agent (BCA). This variation was not unique to E681, with other *P. polymyxa* strains also displaying varying variation frequencies. Bacterial growth conditions (e.g., pH, temperature, the type and amount of specific nutrients) likely affect the phenotypic variation. We report that growth temperature is a crucial regulator for phenotypic variation in *P. polymyxa*.

## Results

### Phenotypic variation of *Paenibacillus polymyxa *occurs in culture and *in planta*

When cells from the 3-day-old culture of *P. polymyxa* strain E681 were cultured in tryptic soy broth (TSB) at 30 °C were plated on tryptic soy agar (TSA), two distinct types of colonies were observed (Fig. 1A). While some colonies were bald, opaque, and milky-white with the shiny surface (B-type), others appeared flat, translucent, and round with a scalloped edge (F-type). This variation also occurred on a solid medium. When B-type cells were streaked on TSA and cultured at 37 °C, all colonies initially looked identical but later diverged into two types. At 10 days, some colonies had two distinct regions (Fig. 1B). The center region looked similar to B-type colonies, while the outer region was flat and translucent, similar to F-type colonies. A phenotypic variation occurred when cultured both in liquid and solid media. Phase-contrast imaging showed many endospores in the center region, but the outer region was composed of only vegetative cells. When cells in the outermost region were streaked on TSA, both types of colonies formed again.

**Figure 1:**
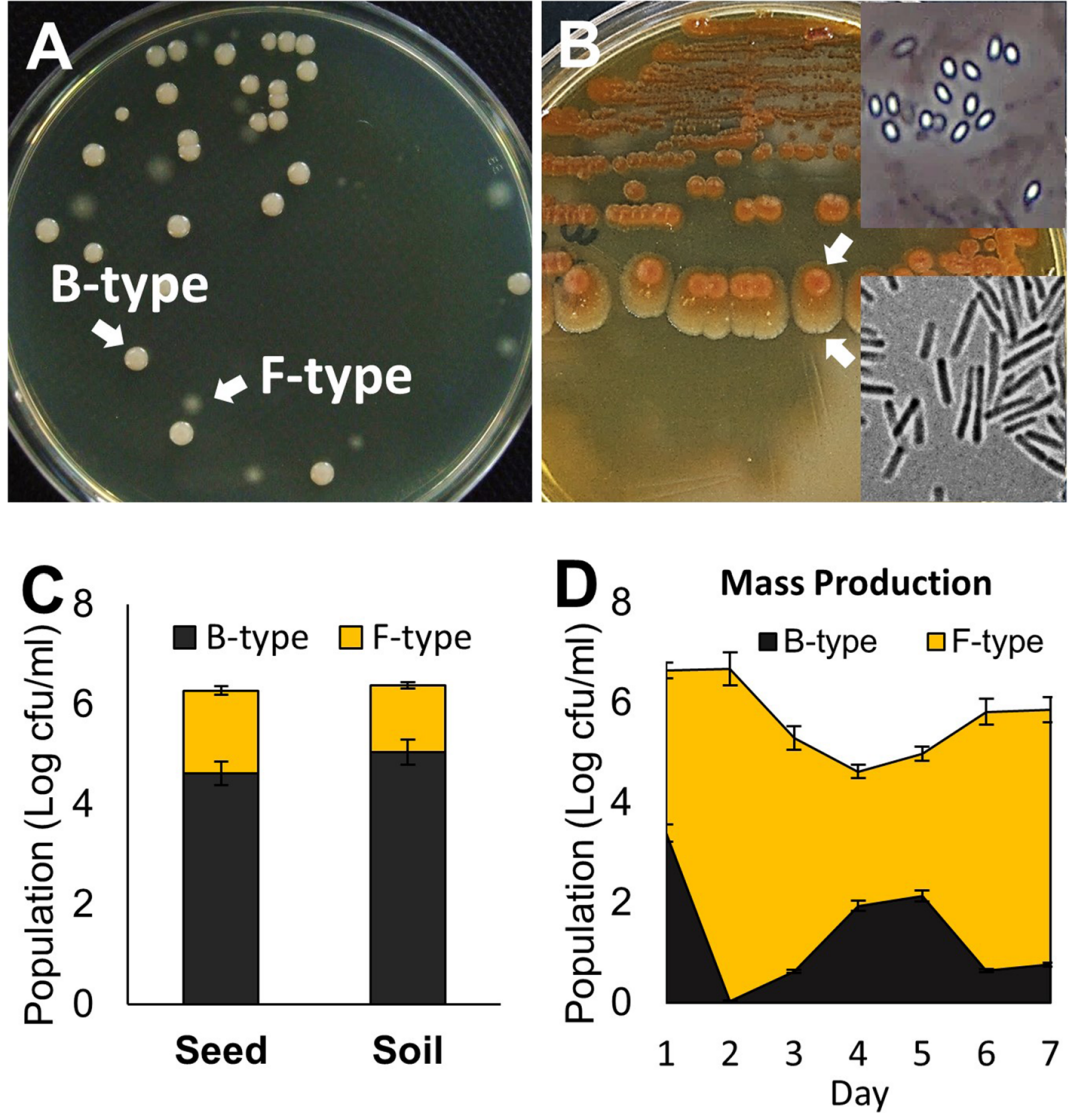
Phenotypic variation of *P. polymyxa* in culture. (**A**) Cells in 4-day-old TSB culture formed two distinct types of colonies, termed as B (wild-type) and F (variant) types when plated on TSA and incubated at 28 °C for 2 days. (**B**) Phenotypic variation was also observed when cells in B-type colonies were streaked on TSA plates and cultured at 37 °C for 10 days. The production of endospores was observed at the center of the colony using a phase-contrast microscope. The outermost region of this colony lacks endospores. (**C**) The phenotypic variation observed on cucumber seedlings when they were treated with B-type cell suspensions (10^6^ cfu/mL) via seed coating or soil treatment methods and incubated for 11 days at 28 °C. (**D**) The proportion of B- and F- type cells were determined during a large scale culture under the conditions employed for commercial biocontrol production preparation. After inoculating 1.5 L of 48-h-old culture initiated using B-type cells into 250 L fermenter containing a medium used for preparing industrial biocontrol products, samples taken every day for 7 days were analyzed.

This phenotypic variation occurred when cucumber seedlings were treated with B-type cells through seed coating or soil mixing methods (Fig. 1C). The degree of phenotypic variation from B-type to F-type during large-scale culturing was substantial (Fig. 1D). After inoculating 1.5 L of a 48-h-old culture of B-type cells into 250 L volume capacity fermenter containing a medium used for industrial-scale production of biocontrol products, we analyzed the composition of cells during culture at 28 °C for 7 days. The variation already occurred during the inoculum preparation stage. Although the population size of F-type cells fluctuated during mass culturing, they dominated.

### Characterization of phenotypic variation

Besides their easily distinguishable colony morphologies, a significant difference in their ability to form endospores was observed. Many endospores were noted following a 2-day incubation of B-type cells on medium; however, no endospores were found when F-type cells were cultured under the same conditions (Fig. 2A). TEM demonstrated morphological differences in F-type cells (1.2 × 9.07 µm), which was thinner and longer than B-type cells (1.3 × 5.6 µm; Fig. 2B). The overall length-to-width (L/W) ratios were 4.66 µm and 7.20 µm for types B and F, respectively. Type ‘F’ bacteria had more flagella than type B, which correlated with increased swarming motility (Fig. 2C). In terms of antagonistic activity, B-type showed greater activity against *Rhizoctonia solani*, *Cylindrocarpon destructans,* and *Escherichia coli* than F-type (Fig. 2D–F). Protease activity was observed in B-type cell culture but was absent in F-type cell culture (Fig. 2G). The iron-chelating activity of siderophores in B-type showed a greater clear zone than that of F-type (Fig. 2H). B-type formed more biofilm than F-type during a 72-h long culturing (Fig. 2I). SEM imaging of inoculated roots showed that B-type treated cucumber root tips were covered with biofilm, while minimal biofilm was observed on F-type treated roots (Fig. 2J). Plant growth-promoting ability was also changed by phenotypic variation. In our experimental conditions, B-type showed a significantly increased level of IAA production (*p* < 0.05; 27.29 ± 1.69 µg/mL) compared to F-type (22.58 ± 0.69 µg/mL) (Fig. 2K). As for their growth-promoting effect, B-type treated cucumber seeds exhibited longer root length in comparison with F-treated seeds under in vitro conditions (Fig. 2L). The growth-promoting effect of F-type was indistinguishable from that of the control.

**Figure 2:**
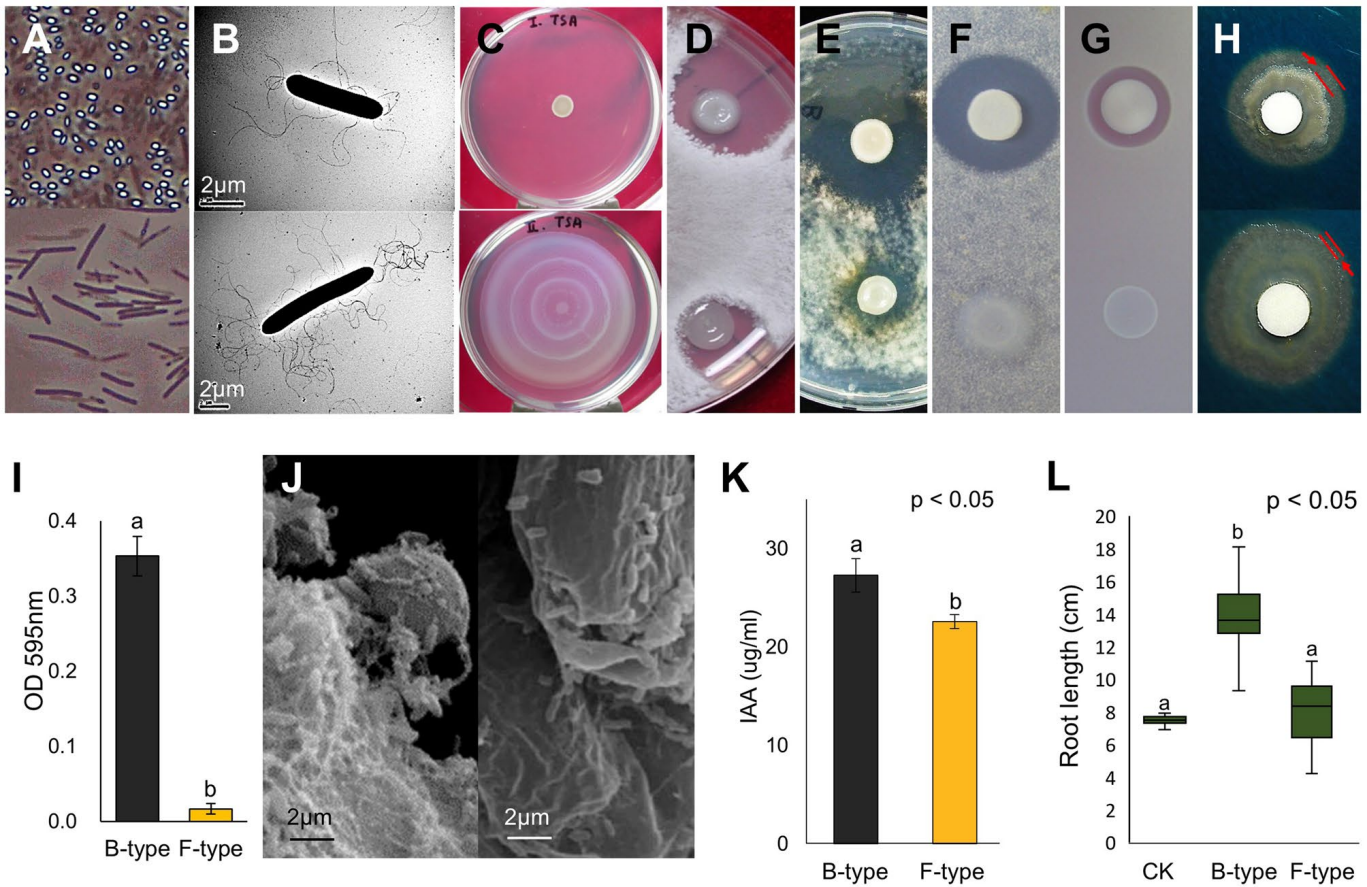
Characteristics of phenotypic variation in *P. polymyxa* E681 and the B- and F-type cells. Different characteristics between B- and F-types (**A**–**H**). Top row, B-type; bottom row, F-type. (**A**) Endospore formation and a large proportion of B-type cells had endospores, but no endospores were detected in F-type cells even after 9 days of culturing on TSA at 30 °C. (**B**) TEM imaging. The length of the F-type is longer than B-type and has more flagella. Scale bar = 2 µm. (**C**) Swarming motilities. B-type had no motility, but F-type showed a strong swarming response during 48 h of incubation at 30 °C on TSA medium containing 1.0% agar. (**D-F**) In vitro antagonism. B-type exhibited stronger antifungal activities against (**D**) *Rhizoctonia solani*, (**E**) *Cylindrocarpon destructans*, and (**F**) Antibacterial activity against *Escherichia coli* DH5α. (**G**) Protease activity. F-type showed no activity. (**H**) The iron chelating activity of siderophore. (**I**) Biofilm formation assay by crystal violet staining. A significant decrease in biofilm formation was observed in F-type compared to B-type. Bars with the same letters are not significantly different from each other, according to the least significant difference test (*p* < 0.05). (**J**) SEM imaging. Left, B-type; right, F-type. The B-type-treated cucumber root tip is covered with biofilm, while biofilm is hardly observed in the F-type-treated root tip. Effects of B- and F-type cells on (**K**) IAA production and (**L**) the growth of cucumber plants.

### Phenotypic variation is affected by growth temperature and strain selection

The phenotypic variation of E681 was dependent on culture temperature (Fig. 3A). F-type colonies formed when incubated at 37, 30, 28, and 24 °C from the 2nd day to 4th day. However, no F-type colonies were observed when cultured at 20 °C and 18 °C during the 7-day culture period. There was also little difference in the bacterial population size with temperature (Fig. 3B). The bacterial populations were 8.1 Log cfu/mL and 8.5 Log cfu/mL at 24 °C and 20 °C, respectively on day 3, while the population was 8.4 Log cfu/mL at 18 °C on day 4. This result explains that even the lower temperature (18 °C) causes to increase in bacterial population (8 Log cfu/mL) as it appeared at a higher temperature (24 °C) in 3 days of incubation. A similar phenotypic variation was observed in all 18 *P. polymyxa* strains tested (Fig. 3C; Table 1). The 4-day old cultures displayed both types of colonies. However, the degree of phenotypic variation significantly varied among the strains. Strains E681 (B-type), GBR-1, and GBR-192 were converted into variants at a rate exceeding 90%, while the rate for C-3 and YGB-13 was nearly zero.

**Figure 3:**
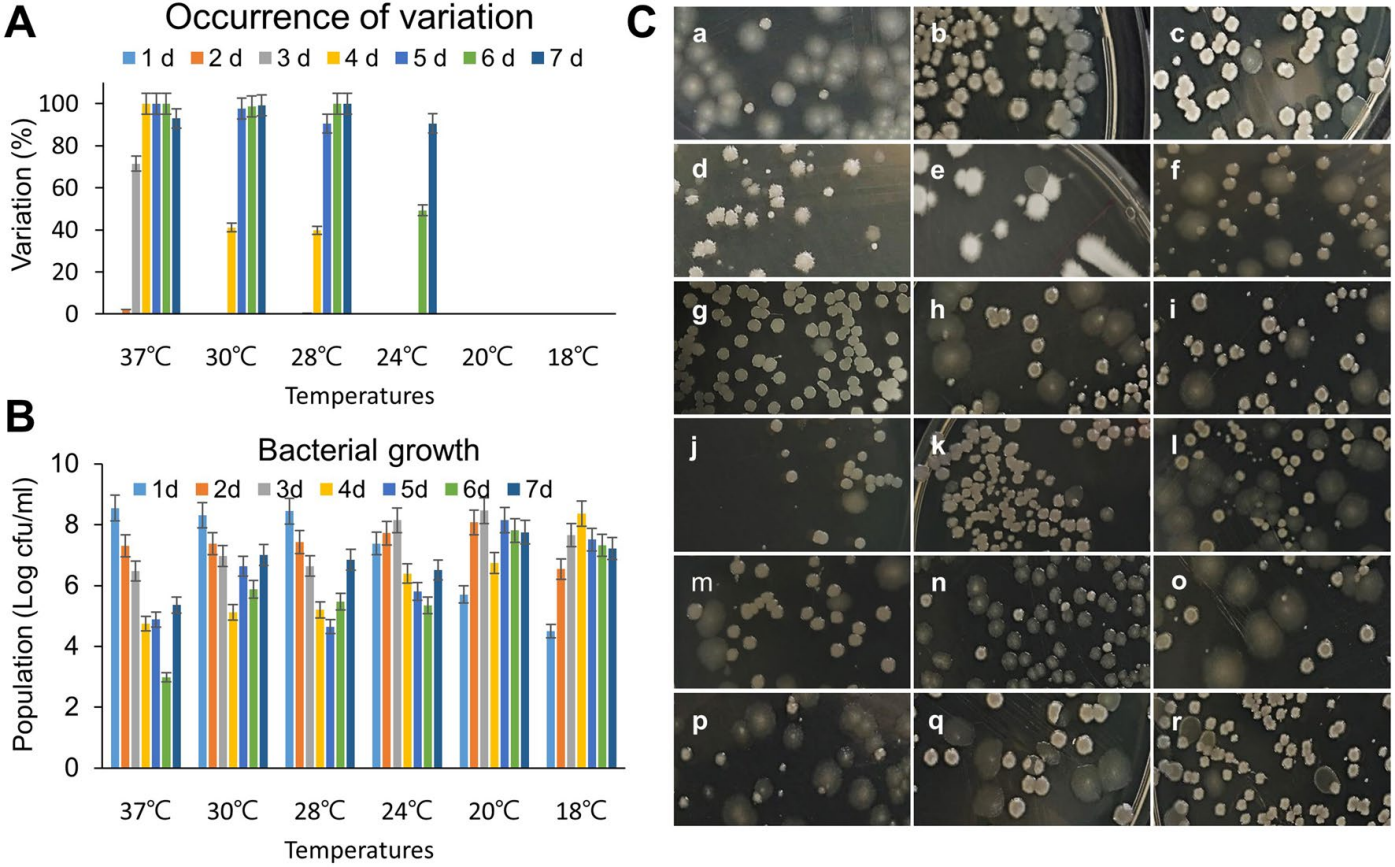
The occurrence of phenotypic variation among diverse *P. polymyxa* strains. (**A**) The phenotypic variation of B-type cells observed at various temperatures and incubation times. (**B**) The bacterial growth and population of B-type cells at different temperatures and durations of times for mass production. (**C**) Mixed colony morphologies in all the 18 strains of *P. polymyxa* (refer to Table 1).

**Table 1:** Percentage of variation in all the strains.

Image (Fig. 3C)	Strain name	% Variation	References
a	E681 (B-type)	93.8	This study
b	C-1	0.6	Lab. strain
c	C-2	4.8	Lab. strain
d	C-3	0.0	Lab. strain
e	YGB-3	11.8	Lab. strain
f	YGB-4	24.9	Lab. strain
g	YGB-13	0.0	Lab. strain
h	YGB-14	29.2	Lab. strain
i	YGB-15	54.6	Lab. strain
j	YGB-17	0.8	Lab. strain
k	YGB-30	5.5	Lab. strain
l	GBR-540	60.1	Jeon et al.^55^
m	M125	12.3	Lab. strain
n	GBR-1	94.1	Kim et al.^56^
o	GBR-27	43.3	Son et al.^57^
p	GBR-192	90.0	Son et al.^57^
q	GBR-447	19.2	Son et al.^57^
r	GBR-462	0.9	Son et al.^57^

### Comparative transcriptomics

To investigate the molecular basis of phenotypic variation, genome-wide gene expression patterns in B- and F-type cells were analyzed via RNA-seq and compared. 

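RNA was sequenced from B-type cells, the wild type with bald colonies, and from F-type cells, the variant with flat colonies, after growth on tryptic soy agar for 48 h. Each type was represented by 1 library, so the differences between the types have no replicate check. The sample labels name rRNA removal and an Illumina TruSeq kit, whereas the methods cite a published protocol for library preparation. The authors mapped the read pairs to the E681 genome with BWA, counted the reads on each annotated gene and converted the counts to RPKM, the reads on a gene divided by its length in kilobases and by the library size. The deposited tables list 4528 genes, in the same order for both types. The read counts sum to 32069380 in B-type and 55575382 in F-type, and these sums are the library sizes behind the RPKM values. Every count is an even number, so both mates of a pair appear to have been counted, and 16034690 read pairs in B-type and 27787691 in F-type lie behind the counts. The median gene had 1714 reads in B-type and 2548 reads in F-type. On a gene of the median length of 846 bases, 3 reads correspond to an RPKM of 0.111 in B-type and 0.0638 in F-type.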

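For each gene, the log2 fold change is the log2 ratio of its F-type to its B-type RPKM after both libraries were scaled to the same total RPKM, which raised every log2 ratio by 0.10. No pseudocount was added, and 4527 genes had reads in both libraries. The 95% intervals given for fold changes were computed by Wilson's method from the read pairs of the gene in the 2 libraries. They cover counting error only, because amplified reads without molecular identifiers are not independent molecules, and they do not cover the variation between cultures. A list of genes is described by the percentile of its median log2 fold change among the medians of 10000 random lists of the same size and mean expression. The random lists were drawn gene by gene, whereas neighbouring genes changed alike. A percentile can therefore be too extreme for a list that holds neighbouring genes. Genes are counted as upregulated or downregulated in F-type relative to B-type at a change of at least 2-fold, unless a sentence gives only the sign of the change.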

In total, 149 million paired-end reads were generated, of which 80 million were from B-type and 69 million from F-type cells (Table S1). 

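The counts on the 4528 genes sum to 32069380 reads in B-type and 55575382 in F-type, and the paper's Table S1 gives these same totals as mapped reads. The 10 genes with the most reads took 12.9% of the reads in B-type and 15.3% in F-type. The median RPKM of a gene was 62.9 in B-type and 54.6 in F-type. An RPKM under 10 was found for 316 genes in B-type and for 590 genes in F-type. The totals of RPKM over all genes were 1133028 in B-type and 1053644 in F-type, so an RPKM ratio without rescaling is lower by 0.10 on the log2 scale than the fold changes given here.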

The total reads of both types were mapped to the E681 reference genome (NC_014483.2), resulting in the alignment of 32 million reads from B-type and 56 million reads from F-type. The differentially expressed genes (DEGs) between B-type and F-type are plotted in Figure S1. Overall, there were 1,062 DEGs, 457 (9.5% of the total) upregulated, and 605 (12.6% of total) downregulated in F-type relative to B-type (Fig. S2). 

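Of the 4527 genes with reads in both libraries, 471 were higher and 632 were lower in F-type by at least 2-fold. The MARS test of DEGseq, written out from its formula and applied to the RPKM values with p of at most 0.01 and a change of at least 2-fold, called 1013 genes, of which 438 (9.68%) were upregulated and 575 (12.7%) downregulated in F-type. This test compares these 2 libraries, not the cell types. Without the fold limit, 922 genes were upregulated and 904 downregulated. The counts fell most when a variation between cultures was assumed. With a coefficient of variation of 0.4 added to the variance of the test, 60 genes remained upregulated and 260 downregulated. With a coefficient of variation of 0.2, the numbers were 300 and 466. When the test was applied to the read counts in place of RPKM, 392 genes were upregulated and 687 downregulated. Among genes with an RPKM of at least 10 in either library, the largest rise was that of flgB (PPE_RS09150), with a log2 fold change of 3.62, followed by PPE_RS06825 (3.61) and PPE_RS12520 (3.45), for which the paper's tables gave no name. The largest falls were those of spoIIID (PPE_RS21535), with a log2 fold change of -8.60, and spoIVA (PPE_RS13410), with -8.03. They were followed by PPE_RS15420 (-7.73) and PPE_RS21540 (-7.44), for which the paper's tables gave no name.

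**Figure D1:**
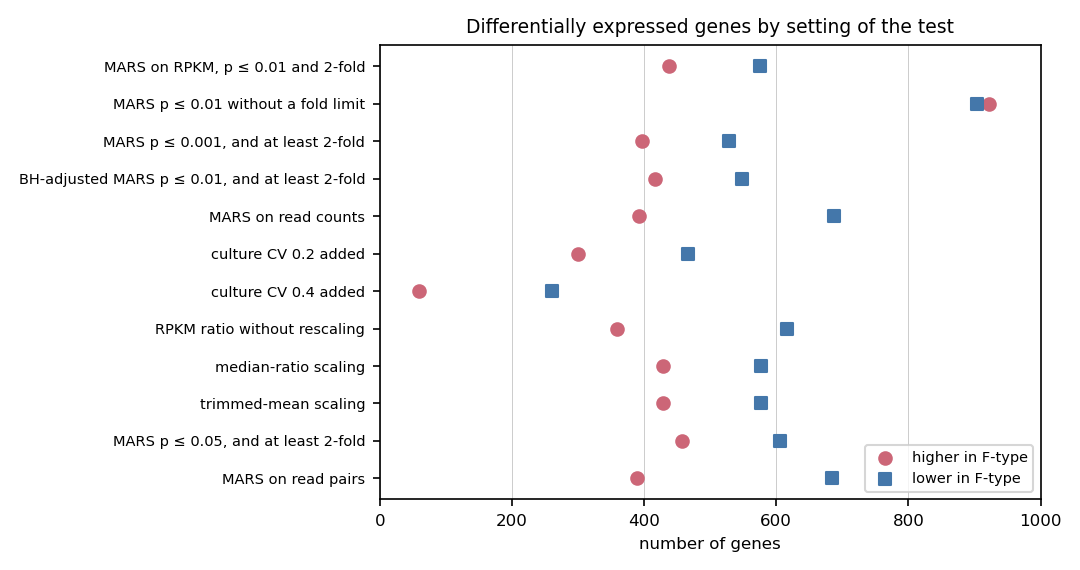
Number of genes called upregulated (circles) and downregulated (squares) in F-type relative to B-type, on the x axis, for each setting of the MARS test on the y axis. The top line is the test on RPKM values with 438 and 575 genes, and the numbers are lowest with a coefficient of variation between cultures of 0.4. The settings with a p limit of 0.05 and with read pairs were chosen after the data were seen.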

Sixteen randomly selected genes were analyzed via qPCR to confirm the RNA-Seq results. For comparison with the RNA-Seq data, qPCR relative expression was calculated as log2 fold changes in F-type relative to B-type. The results from RNA-seq and qPCR were compared using a scatter plot. The correlation coefficient (R^2^) was 0.798, supporting the realibility of the RNA-seq data (Fig. S3). 

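The RNA-seq values of 11 of the genes in the qPCR comparison could be read from the tables, because the paper pairs their names with locus tags, and the qPCR measurements were not analysed here. abrB is also shown in Fig. S3 but is not among the 11 genes. Its RNA-seq value there, read by eye, is about 0.6. The genes named abrB in Table S5 had log2 fold changes here of 1.39 (PPE_01425) and 0.68 (PPE_00024). Of the 11 genes, 2 were upregulated and 9 downregulated in F-type. hag (PPE_RS21355) rose from an RPKM of 3920 in B-type to 16848 in F-type, a log2 fold change of 2.21 (95% counting interval 2.19 to 2.22). sigD (PPE_RS09310) rose from 113 to 288, a log2 fold change of 1.45 (1.37 to 1.53). Most of the sporulation genes had larger changes. spoIIID (PPE_RS21535) fell from an RPKM of 2456 to 5.87, spoIVA (PPE_RS13410) from 4635 to 16.5, spoIIIAA (PPE_RS13860) from 386 to 5.85 and spoIID (PPE_RS21545) from 349.8 to 6.22. The log2 fold changes of spoIIR (PPE_RS21660), spo0A and sigH were smaller in size than that of hag, at -2.02, -1.24 and -1.07. The lowest number of read pairs behind any of the 11 genes was 515 in B-type and 47 in F-type.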

DEGs were classified by gene ontology (GO) enrichment analysis to identify which functional groups are differentially expressed in the two types of cells (Table S2). DEGs were also annotated using KEGG pathway analysis, showing that DEGs with ≥ twofold change were associated using a *p*-value threshold of < 0.05 with 22 KEGG pathways (Table S3).

### Sporulation

The terms related to sporulation identified through the GO analysis corresponded to ‘sporulation resulting in the formation of a cellular spore’ (GO:0030435), ‘asexual sporulation’ (GO:0030436), and ‘endospore-forming forespore’ (GO:0042601). 

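Table S4 names 13 different genes under the 3 GO terms, and 12 of them were downregulated in F-type by at least 2-fold. The median log2 fold change was -4.03. All 10000 random lists of the same size and mean expression had a higher median, although Table S4 was drawn from the differentially expressed genes, so a large median was given by the way it was made. When 13 genes were drawn at random from all genes changed at least 2-fold, a comparison chosen after the data were seen, the number of upregulated genes in Table S4 lay at percentile 0.42. The only upregulated gene was sigD (PPE_RS09310), located from 2030572 to 2031360 on the chromosome, with a log2 fold change of 1.45. The smallest fall was that of spo0A (PPE_RS13740), with -1.24, followed by that of spoVG (PPE_RS00180), which fell from an RPKM of 5454 to 1343, a log2 fold change of -1.92. The largest fall was that of spoIVA (PPE_RS13410), from 3022791 to 3024269, with a log2 fold change of -8.03 (95% counting interval -8.14 to -7.92). The genes of the anti-sigma F factor (PPE_RS13620) and its antagonist (PPE_RS13625), which lie side by side, had log2 fold changes of -4.48 and -4.03.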

Surprisingly, all the genes belonging to the three terms, except the *sigD* gene that encodes RNA polymerase sigma factor D, were downregulated in F-type (Table S4). This pattern may explain why endospores were not observed in F-type cells. The expression profiles of the 66 sporulation-specific genes were analysed, and the fold changes of many were negative (Fig. S4). 

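Of the genes in Fig. S4, 63 were read from the figure by their locus tags. In F-type, 57 of them had a lower and 6 a higher expression than in B-type, and 52 were downregulated by at least 2-fold. The median log2 fold change of the 63 genes was -2.96, lower than that of all 10000 random lists of the same size and mean expression. Their median RPKM was 159 in B-type and 17.3 in F-type. In F-type, 22 of the genes had an RPKM under 10, where the median of all genes was 54.6. With a pseudocount of 5, the setting that moved this median most, it was -2.56.

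**Figure D2:**
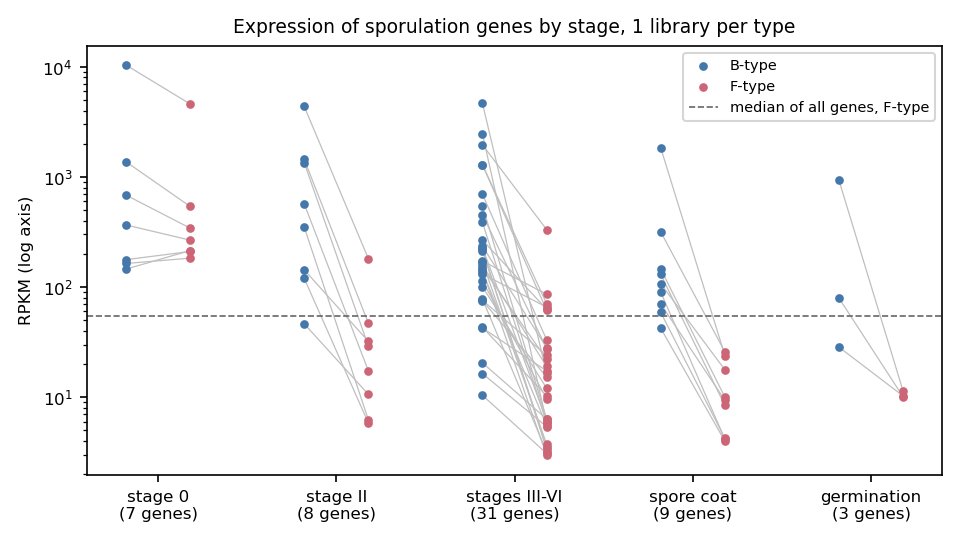
RPKM of the genes of Fig. S4 on a log axis, by sporulation stage on the x axis, in the B-type library (left points) and the F-type library (right points), with a line for each gene and 1 library per type. The 7 genes of stage 0 stay above the dashed line at the F-type median of all genes, 54.6, and most of the later genes lie below it in F-type.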

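The 7 stage 0 genes of Fig. S4 had a median log2 fold change of -0.35, with values from -1.24 for spo0A (PPE_RS13740) to 0.66 for spo0J (PPE_RS23925). This median lay at percentile 9.87 of the random lists, and 3 of the genes were higher in F-type. All 8 genes of stage II were downregulated, with a median of -4.66 and values from -5.71 for spoIID (PPE_RS21545) to -2.02 for spoIIR (PPE_RS21660). All 31 genes of stages III to VI were lower in F-type, with a median of -3.44 and values from -8.60 for spoIIID (PPE_RS21535) to -0.89 for the gene of stage V sporulation protein D (PPE_RS15185), and 29 of them changed by at least 2-fold. The 9 spore coat genes had a median of -3.70 and the 3 germination genes a median of -2.88. The 5 genes without a stage had a median of 0.68, at percentile 93.1, and 3 of them were higher in F-type. The medians of stage II, stages III to VI and the spore coat were lower than those of all 10000 random lists. The median RPKM of the stage 0 genes was 366 in B-type and 266 in F-type, and that of the stage II genes 459.5 and 23.2.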

Interestingly, the expression of stage 0 genes was downregulated less in F-type (fold change − 1) than B-type compared to the genes expressed at stages II–IV (fold change − 2 to − 8). The interactions between the genes expressed during sporulation stage 0 and regulatory genes were then analysed using *B*. *subtilis* as a model (Fig. 4A; Table S5). Accordingly, eight proteins (80%) were enriched in the same group, which was connected through functional interactions, and all of them were found to interact with Spo0A, Spo0F, Spo0B, and *SigH* positively. 

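The gene of Soj (PPE_RS23930), located from 5385397 to 5386158, had an RPKM of 87.2 in B-type and 150.2 in F-type, a log2 fold change of 0.89 (95% counting interval 0.79 to 0.99), which is below 2-fold. Its neighbour spo0J (PPE_RS23925) had a log2 fold change of 0.66. The tables hold a pair of genes named abrB in Table S5. The gene PPE_01425 (PPE_RS06890) had a log2 fold change of 1.39, and PPE_00024 (PPE_RS00125) had 0.68 (0.59 to 0.76), with an RPKM of 377 in B-type and 561 in F-type. In the opposite direction, spo0A (PPE_RS13740) fell by 1.24 and spo0F (PPE_RS00675) fell by 0.89 on the log2 scale. Of the 11 genes in Table S5, 6 were higher and 5 lower in F-type, and 4 changed by at least 2-fold.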

Regulator proteins, Soj (sporulation initiation inhibitor) and AbrB, interacted negatively with Spo0A and this corresponded with the opposite expression pattern. Based on the RNA-seq results, sporulation control in F-type was schematized (Fig. 4B). Two factors affecting the expression of *spo0A* were *abrB* and the kinases. The expression of the regulatory gene *abrB* was increased (log_2_ fold change, 1.39) in F-type, while *spo0A* (− 1.24) and *sigH* (− 1.07) were decreased. 

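abrB (PPE_01425, PPE_RS06890) lies on the E681 chromosome from 1530986 to 1531234. Its RPKM was 28.8 in B-type and 70.4 in F-type, and the log2 fold change was 1.39. It rested on 115 read pairs in B-type and 487 in F-type, which gives a 95% counting interval of 1.10 to 1.69. spo0A (PPE_RS13740), from 3088664 to 3089467, had an RPKM of 1372 in B-type and 539 in F-type, and its log2 fold change was -1.24 (-1.28 to -1.21). sigH (PPE_RS20805), from 4674030 to 4674674, was among the strongly expressed genes, with an RPKM of 10354 in B-type and 4585 in F-type and a log2 fold change of -1.07 (-1.08 to -1.06). Without rescaling of the RPKM values, the 3 log2 fold changes were each lower by 0.10, and abrB was at 1.29. The paper names abrB and the kinases as the factors that affect the expression of spo0A (Fig. 4B).

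**Figure D3:**
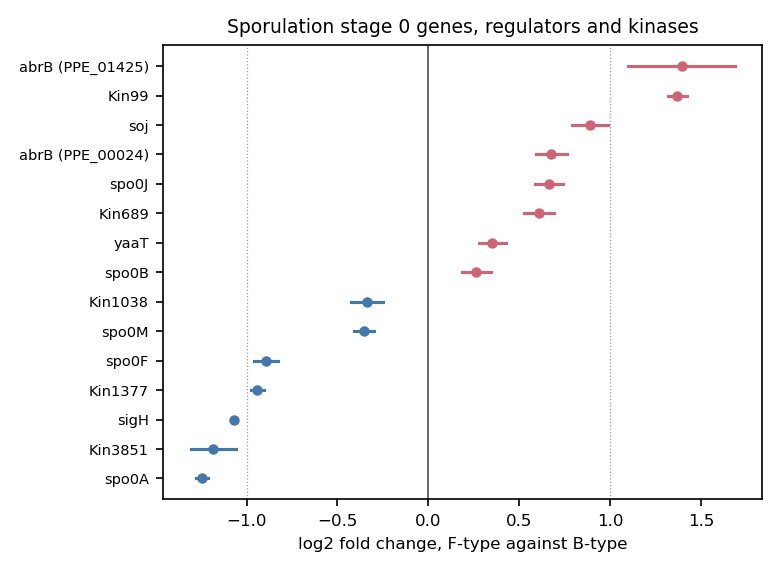
Log2 fold change in F-type relative to B-type (x axis) of the stage 0 genes and regulators of Table S5 and the kinases of Table S6, sorted by value. Points are fold changes, bars are 95% counting intervals, and dotted lines mark 2-fold. Values run from -1.24 for spo0A to 1.39 for abrB (PPE_01425), whose interval is the widest.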

Kinase expression was another potential factor affecting the inhibition of *spo0A*. The STRING database was used to analyse protein–protein interactions between kinases and Spo0F (Fig. 4C; Table S6). In E681, five putative kinases, Kin99, Kin689, Kin1038, Kin1377, and Kin3851 have been reported^24^. The STRING map showed that all five kinases related to *Spo0F*. However, their expression patterns were complex. 

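Kin3851 (PPE_RS18645), located from 4201064 to 4202341, had an RPKM of 60.2 in B-type and 24.7 in F-type, a log2 fold change of -1.18 (95% counting interval -1.31 to -1.06). Kin1377 (PPE_RS06650), from 1478710 to 1479813, had the highest expression of the 5 kinases, with an RPKM of 818 in B-type and 396 in F-type. Its log2 fold change of -0.94 (-0.98 to -0.91) is slightly below 2-fold. Kin1038 (PPE_RS05010) also had a lower RPKM in F-type, 43.7 against 59.4, a log2 fold change of -0.34 (-0.43 to -0.25), which was not past the p limit of 0.01 in the MARS test on RPKM. Kin689 (PPE_RS03360) had a log2 fold change of 0.61 and also did not pass this limit. Kin99 (PPE_RS00495) had a log2 fold change of 1.37, with an RPKM of 100.2 in B-type and 241 in F-type. At the 2-fold limit, 1 kinase was upregulated and 1 downregulated. Without rescaling of the RPKM values, Kin1377 had a log2 fold change of -1.05, which is past 2-fold.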

Of the five putative kinases, only *kin3851* and *kin1377* were downregulated in F-type.

**Figure 4:**
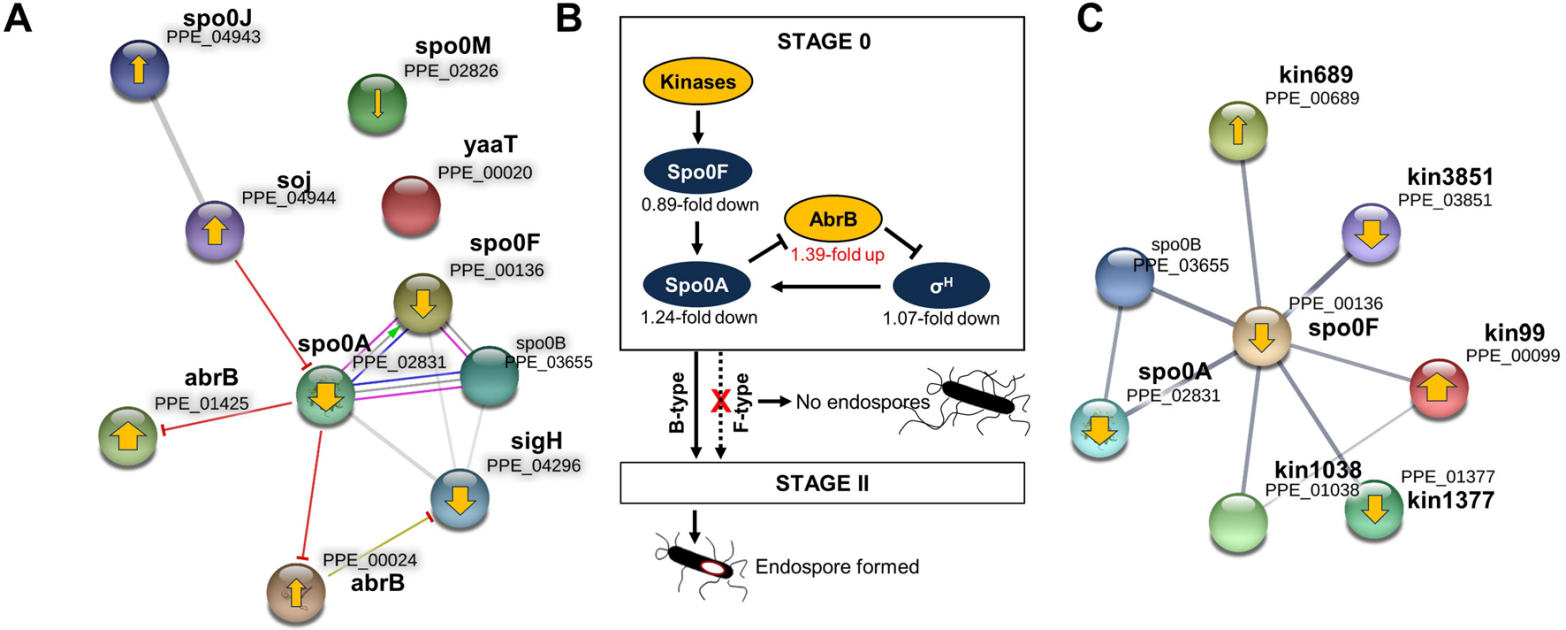
Downregulation of sporulation-related genes in F-type cells and a proposed model for sporulation is regulated. (**A**) The interactions between the genes likely to be expressed in sporulation stage 0 and regulatory genes. The STRING map of proteins expressed in sporulation stage 0. Line shape indicates the predicted mode of action. The thickness of the yellow arrows in each node represents the log_2_ fold changes of each gene by RNA-seq. The upward-pointing arrow indicates upregulation and downward direction indicates downregulation in F-type. A circle without a yellow arrow indicates no difference in the amount of expression between B- and F-types. Blunt ended arrows represent negative interaction. (**B**) A simplified schematic representation of the regulatory network that governs the initiation of sporulation in E681. Yellow represents key regulators of Spo0A. (**C**) The interaction network between kinases and Spo0F in E681 based on string analysis is shown. Line thickness indicates the strength of data support.

### Flagella and chemotaxis

The most upregulated KEGG pathway was that of flagellar assembly (ppy02040). 

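Table S7 lists 29 flagellar assembly genes, and all of them were upregulated in F-type by at least 2-fold, with a median log2 fold change of 2.39. The lowest of them, a flgG gene (PPE_RS21525), was just past the limit, at 1.002 (95% counting interval 0.96 to 1.05). The 4 other scalings of the libraries lower every log2 fold change and put this gene below 2-fold. Table S7 was drawn from the differentially expressed genes, so changes of at least 2-fold and a large median were given by the way it was made. The direction of the changes was not. Fig. 5A shows 32 genes, and all were higher in F-type, with a median of 2.18 and 30 of them changed by at least 2-fold. All 10000 random lists had a lower median than the genes of Fig. 5A. The largest rise was that of flgB (PPE_RS09150), located from 2002615 to 2003022, with an RPKM of 165 in B-type and 1893 in F-type and a log2 fold change of 3.62 (95% counting interval 3.53 to 3.71). The smallest was that of a motB gene (PPE_RS21070), with 0.64 (0.51 to 0.77). The flagellin gene fliC, also named hag (PPE_RS21355), located from 4827151 to 4827921, had the highest expression of the list, with an RPKM of 16848 in F-type and a log2 fold change of 2.21. In the longest run of neighbouring genes that changed in one direction, 29 genes from 2002615 to 2029021 were upregulated, with log2 fold changes from 1.39 to 3.62 and a median of 2.56.

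**Figure D4:**
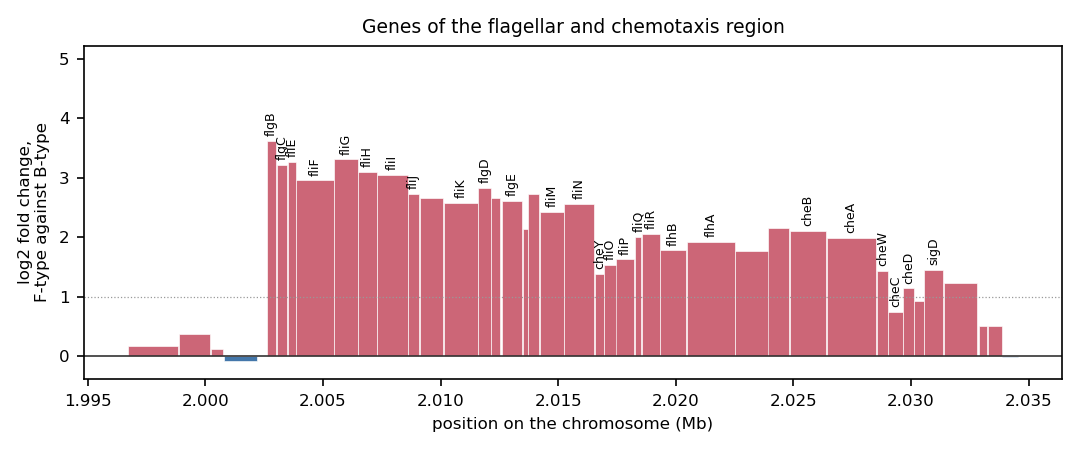
Log2 fold change in F-type relative to B-type (y axis) of each gene along the chromosome from 1996730 to 2034534 (x axis, Mb), with bars as wide as the genes, names from Fig. 5 and dotted lines at 2-fold. Of the 41 genes, 39 are higher in F-type, and the values are highest at flgB (3.62).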

Interestingly, all 29 genes involved in the flagellar assembly were classified as DEGs and upregulated in F-type cells, and are highly flagellated (Fig. 2B, 5A; Table S7). Most genes involved in bacterial motility, such as the flagellar assembly, motor/switch, C-ring, rod, hook, and filament, were upregulated. Chemotaxis (ppy02030)-related genes were also upregulated in the KEGG pathway. 

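Table S7 lists 25 chemotaxis genes. In F-type, 24 were upregulated and 1 was downregulated, each by at least 2-fold, and the median log2 fold change was 1.53. The size of these changes was given in part by the selection of Table S7 from differentially expressed genes. The downregulated gene encodes a methyl-accepting chemotaxis protein (PPE_RS22075), located from 4984516 to 4986504, and had an RPKM of 47.5 in B-type and 10.9 in F-type, a log2 fold change of -2.01 (95% counting interval -2.15 to -1.88). The largest rise was that of fliG (PPE_RS09170), with 3.31, a gene that is also counted among the flagellar assembly genes. Fig. 5B shows 36 chemotaxis genes, of which 30 were higher and 6 lower in F-type. Their median log2 fold change was 1.07, higher than that of all 10000 random lists, and 20 of them were upregulated by at least 2-fold. The paper sets these changes beside the flagella density and swarming motility of F-type.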

Of the 25 genes in the pathway, 24 were upregulated (Fig. 5B; Table S7). These findings are consistent with an increase of flagella density and swarming motility of F-type cells relative to B-type cells.

**Figure 5:**
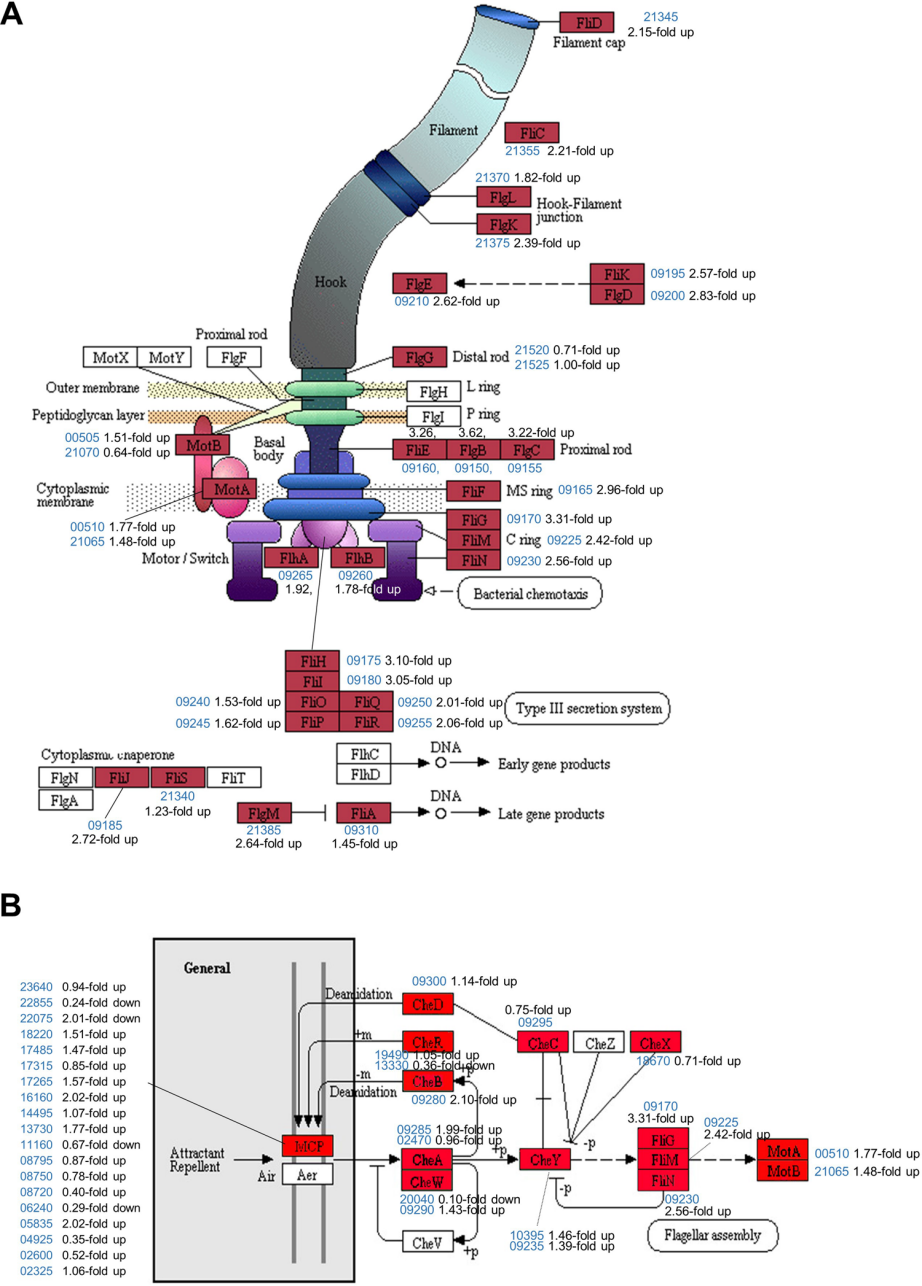
Upregulation of E681 genes likely involved in motility. Most genes related to flagella assembly (**A**) and bacterial chemotaxis (**B**) were overexpressed in F-type. The E681 genes are marked red boxes. The genes in uncolored boxes were not found in E681. The blue numbers are the gene IDs, with ‘PPE_RS’ omitted in front. The diagrams were adopted from the original KEGG pathway ppy02040 (**A**) and ppy02030 (**B**).

### Carbohydrate metabolism

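Fig. 6A shows 21 genes of the citrate cycle. In F-type, 17 were higher and 4 lower than in B-type. The median log2 fold change was 0.99, higher than that of all 10000 random lists of the same size and mean expression, and 10 of the genes were upregulated by at least 2-fold. The median RPKM rose from 589 in B-type to 1179 in F-type. The largest rise was that of a gene of EC 1.3.5.1 (PPE_RS18730), located from 4218220 to 4218894, with a log2 fold change of 1.57. Citrate synthase (PPE_RS07700) rose from an RPKM of 636 to 1506, a log2 fold change of 1.35, and aconitase (PPE_RS03490) had a log2 fold change of 1.08. The lower genes were PPE_RS13580 (-0.98) and PPE_RS13585 (-0.41), a neighbouring pair assigned to EC 1.2.7.1, and PPE_RS07825 (-0.55) and PPE_RS13705 (-0.12), assigned to EC 1.8.1.4. None of these 4 genes was past the 2-fold limit. Without rescaling of the RPKM values, which lowers every log2 fold change by 0.10, PPE_RS13580 was past it.

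**Figure D5:**
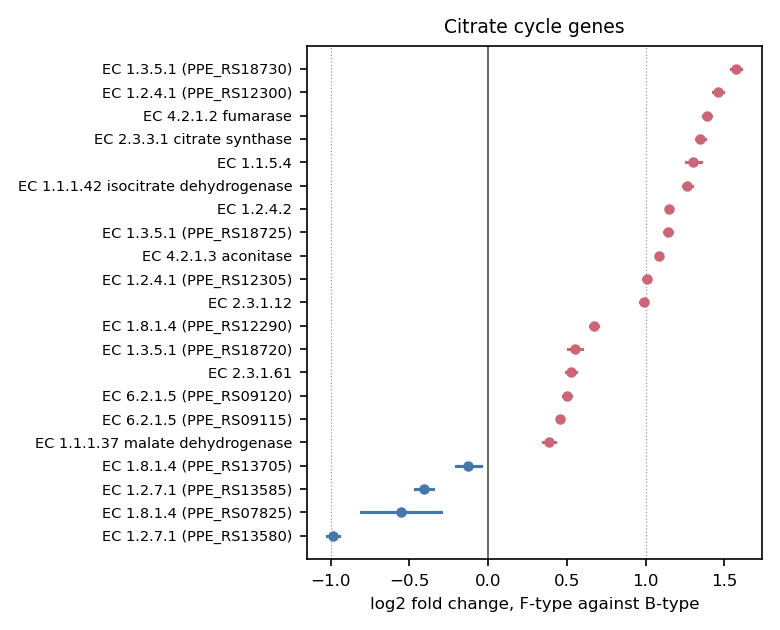
Log2 fold change in F-type relative to B-type (x axis) of the 21 citrate cycle genes of Fig. 6A, labelled by enzyme number and sorted by value. Points are fold changes, bars are 95% counting intervals, and dotted lines mark 2-fold. Values run from -0.98 to 1.57, and 17 of the genes lie above 0.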

Genes related to carbohydrate metabolism were also upregulated in F-type, including those that group within the ‘Citrate cycle’ (ppy00020) and ‘Amino sugar and nucleotide sugar metabolism’ (ppy00520) KEGG pathways (Fig. 6A; Table S8). 

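Table S8 gives 23 genes by their older locus tags, which were matched to the deposited tables by both RPKM values. In F-type, 17 were upregulated and 6 downregulated by at least 2-fold. The median log2 fold change was 1.21, and the median RPKM was 103 in B-type and 214 in F-type. Because Table S8 holds only genes changed at least 2-fold, its share of upregulated genes was compared with random draws from the 1103 genes changed at least 2-fold, of which 42.7% were upregulated. The comparison was chosen after the data were seen, and the number of upregulated genes lay at percentile 99.9 of the draws. The largest rise was that of a mannose PTS gene (PPE_01463, PPE_RS07075), with 3.29. The largest fall was that of a UDP-N-acetylglucosamine 2-epimerase gene (PPE_03829, PPE_RS18540), with an RPKM of 33.2 in B-type and 4.05 in F-type and a log2 fold change of -2.93 (95% counting interval -3.21 to -2.65).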

Further, 17 of the 23 genes in the ‘Amino sugar and nucleotide sugar metabolism’ pathways were upregulated in F-type compared to B-type. 

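The 4 genes of the mannose phosphotransferase system in Fig. 6B lie next to each other on the chromosome from 1573478 to 1576044. PPE_01463 (PPE_RS07075) rose from an RPKM of 151 in B-type to 1377 in F-type, a log2 fold change of 3.29 (95% counting interval 3.20 to 3.38). PPE_01464 (PPE_RS07080) had a log2 fold change of 3.24 (3.17 to 3.31), and PPE_01465 (PPE_RS07085) had 2.63 (2.59 to 2.67). PPE_01466 (PPE_RS07090) had the highest RPKM of the 4 genes in both types, 877 and 2783, and the smallest log2 fold change, 1.77. In order of position, each gene thus had a smaller fold change than the one before it.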

The expression of four *manXYZ* operon genes in the phosphotransferase system (PTS; ppy02060) was significantly increased (Fig. 6B).

**Figure 6:**
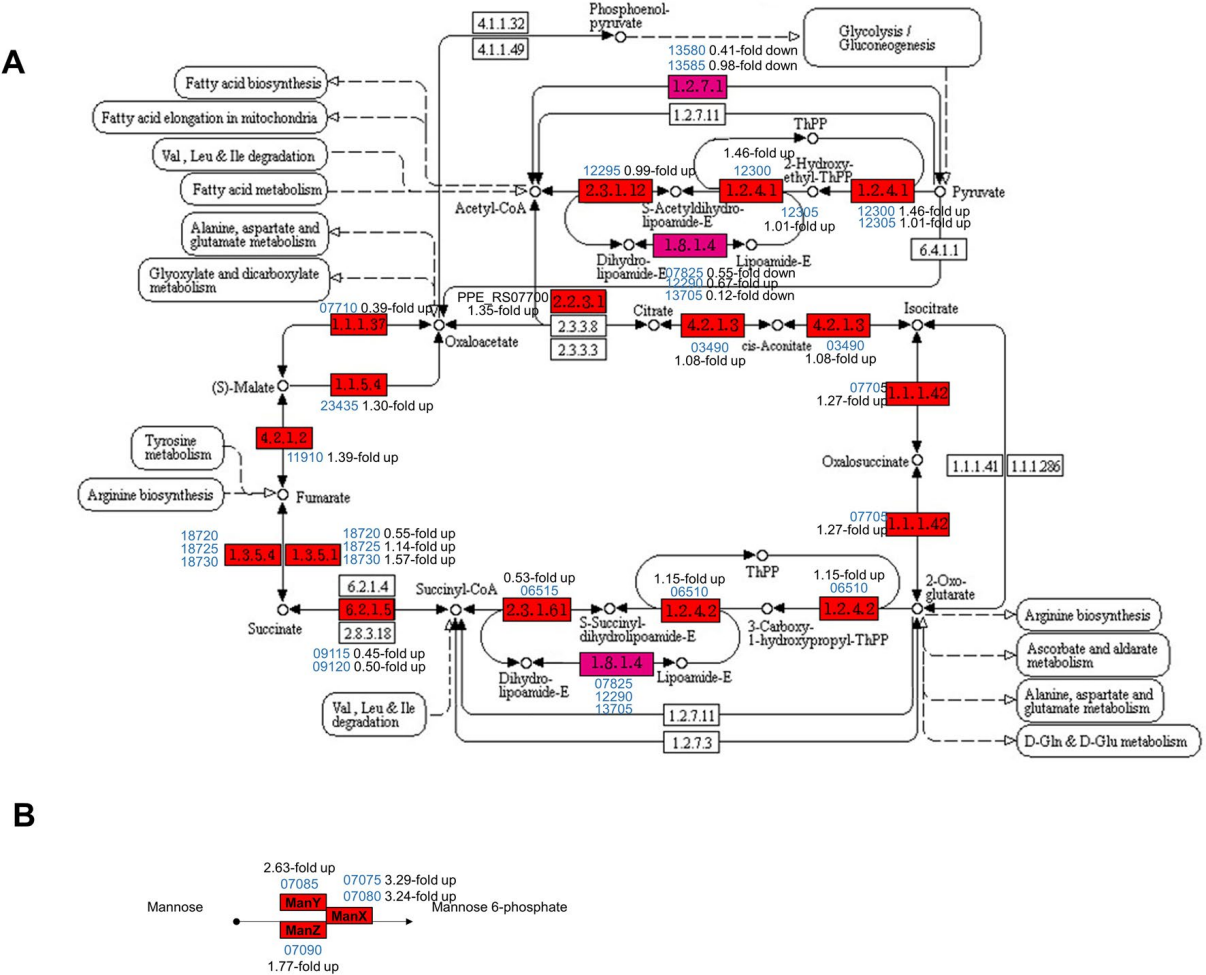
Upregulation of E681 genes involved in predicted carbohydrate metabolism. **(A)** Citrate cycle (TCA cycle) in F-type. The genes in E681 were marked red and all the genes were overexpressed in F-type. The graphic is adapted from the original KEGG pathway (ppy00020). **(B)** Mannose PTS encoded by *manXYZ.*

### Environmental condition processing

Environmental condition processing is directly related to microbial survival, as it enables them to respond and adapt to fluctuating environmental conditions. Within this category, ‘two-component system’ (ppy02020) and ‘ABC transporter’ (ppy02010) pathways were upregulated in F-type (Tables S9 and S10). 

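Table S9 lists 46 genes of two-component systems, which were matched to the deposited tables by both RPKM values. In F-type, 32 were higher and 14 lower, and the median log2 fold change was 1.39. All but 1 of the genes changed by at least 2-fold. The exception was the DesR gene (PPE_00887, PPE_RS04300), with a log2 fold change of 0.95. Among random draws from the 1103 genes changed at least 2-fold, a comparison chosen after the data were seen, the number of upregulated genes in Table S9 lay above percentile 99.9. Many of these upregulated genes are flagellar or chemotaxis genes that are also counted in the lists of Fig. 5. The percentile is therefore not separate from the result for motility, and the other genes of Table S9 were not compared on their own. The highest value was that of the flagellin gene hag (PPE_RS21355), with 2.21. The lowest was that of the 3-oxoadipate CoA-transferase subunit A gene (PPE_01173, PPE_RS05665), which fell from an RPKM of 543 in B-type to 13.9 in F-type, a log2 fold change of -5.18 (95% counting interval -5.36 to -5.00).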

Of the 46 ‘two-component system’ genes, 32 were upregulated in F-type relative to B-type. With regards to genes involved in ABC transport, 42 of the 54 genes were overexpressed in F-type.

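Table S10 lists 54 ABC transporter genes, all changed by at least 2-fold, of which 42 were upregulated and 12 downregulated in F-type. The median log2 fold change was 1.42, and the median RPKM was 36.7 in B-type and 77.5 in F-type. The MARS test with p of at most 0.01 was passed by 52 of the 54 genes, and the other two were downregulated. In all 10000 random draws of 54 genes from those changed at least 2-fold, a comparison chosen after the data were seen, fewer genes were upregulated. The largest rise was that of a sugar ABC transporter permease gene (PPE_01654, PPE_RS08030), from an RPKM of 111 in B-type to 870.0 in F-type, a log2 fold change of 3.07 (95% counting interval 3.00 to 3.14). The largest fall was that of an amino acid ABC transporter ATPase gene (PPE_00401, PPE_RS01980), with a log2 fold change of -3.27 (-3.55 to -2.98) on 688 read pairs in B-type and 115 in F-type.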

### Antimicrobial compound production

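All 12 genes of Table S11 had a lower expression in F-type, and the 95% counting interval of each lay below 0. The p limit of 0.01 in the MARS test on RPKM was passed by 11 of them, all but pgm. The median log2 fold change was -1.15, at percentile 0.03 of the random lists, and 8 of the genes were downregulated by at least 2-fold. The pmx genes are neighbours, and pnlA and the Spa genes lie close together, so this percentile may be too extreme. Across gene pairs under 50 bases apart, the Spearman correlation of log2 fold changes was 0.80. The genes below the 2-fold limit were FusA (PPE_RS00415, -0.67), pmxA (PPE_RS20295, -0.80), pmxB (PPE_RS20290, -0.86) and pgm (PPE_RS21505, -0.25). The genes pmxC (PPE_RS20285), pmxD (PPE_RS20280) and pmxE (PPE_RS20275) had log2 fold changes of -1.07, -1.14 and -1.17. In the genes named SpaT, SpaB and SpaC in Table S11, the values ran from -1.55 for SpaT (PPE_RS07040) to -2.28 for a SpaC gene (PPE_RS07015). The fewest read pairs behind any gene of the table were 1751 in B-type and 699 in F-type.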

Interestingly, all antibiotic-related genes were downregulated in F-type (Table S11). 

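pnlA (PPE_04953, PPE_RS07020) lies on the chromosome from 1558420 to 1558572. Its RPKM was 6825 in B-type and 293 in F-type, on 16745 and 1246 read pairs. The log2 fold change was -4.44 (95% counting interval -4.52 to -4.35), the largest fall in Table S11. pnlA lies in a run of 9 neighbouring genes from 1554485 to 1565755 that were all downregulated in F-type by at least 2-fold, with a median log2 fold change of -2.01. The other 8 genes of the run had smaller falls, the smallest being that of SpaT (PPE_RS07040), with -1.55.

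**Figure D6:**
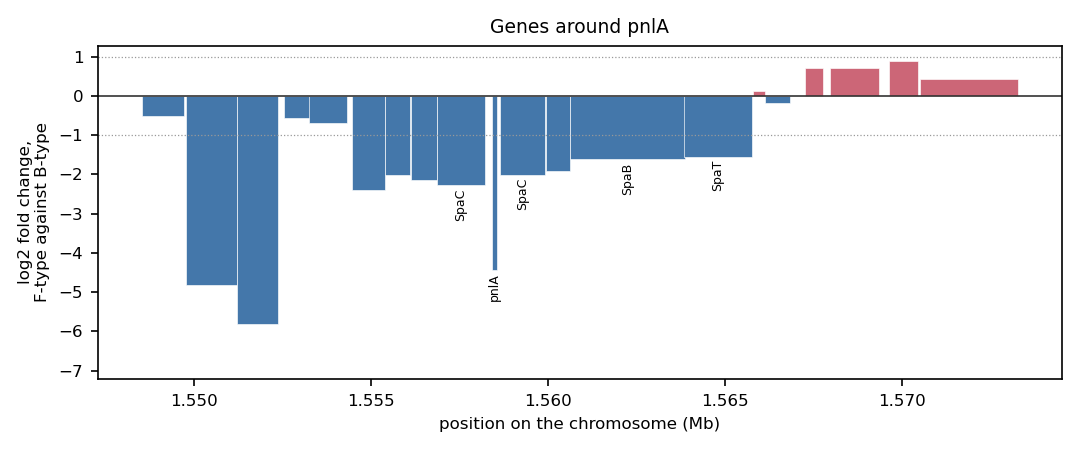
Log2 fold change in F-type relative to B-type (y axis) of each gene along the chromosome from 1548535 to 1573276 (x axis, Mb), with bars as wide as the genes, names from Table S11 and dotted lines at 2-fold. Of the 20 genes, 15 are lower in F-type, and pnlA has -4.44.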

In particular, the expression of *pnlA*, a peanilan gene, was significantly decreased (− 4.44-fold). The downregulation of antibiotic biosynthesis genes in F-type was consistent with the antifungal and antimicrobial activity shown in Figs. 2D–F. Further, the biosynthetic gene cluster of polymyxin, a clinically relevant antibiotic, includes five open reading frames, *pmxA*, *pmxB*, *pmxC*, *pmxD*, and *pmxE*^25^*.* Coincidentally, AbrB has been shown to inhibit the transcription of polymyxin biosynthetic genes^26^. This research supports the findings, as the expression of *abrB* (PPE_01425) was upregulated in F-type (1.39-fold), while expression of *pmsA/B/C/D/E* was downregulated. Thus, the downregulation of polymyxin genes in F-type may be mediated by *AbrB*.

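abrB (PPE_01425, PPE_RS06890) had an RPKM of 28.8 in B-type and 70.4 in F-type, and its log2 fold change of 1.39 has a 95% counting interval of 1.10 to 1.69. The other gene named abrB in Table S5, PPE_00024, had a higher RPKM, 377 in B-type and 561 in F-type. Its log2 fold change of 0.68 is below 2-fold. The 5 polymyxin genes lie on the chromosome from 4536009 to 4577141. pmxA (PPE_RS20295) fell from an RPKM of 360.1 to 192, a log2 fold change of -0.80 (-0.82 to -0.79). pmxE (PPE_RS20275) fell from 157 to 65.0, a log2 fold change of -1.17 (-1.19 to -1.15). The values of pmxB, pmxC and pmxD lay between these, at -0.86, -1.07 and -1.14. From earlier work on AbrB as an inhibitor of polymyxin gene transcription, together with these opposite directions, the paper proposes that the lower expression of the polymyxin genes in F-type may be mediated by AbrB.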

## Discussion

Phenotypic variation has been observed in diverse bacteria, including many PGPR^27–29^, and appears to be associated with their adaptation to fluctuating environmental conditions. This variation affects root colonization and has been described in many PGPR. As phenotypic variation occurs widely in microorganisms, the mechanism underpinning the variation should be explored to help develop robust BCAs. Although *P. polymyxa* is a widely used BCA in agriculture and has been extensively studied^10,30,31^, no study has been conducted to explore this mechanism. This study is the first report to examine the molecular basis of phenotypic variation in *P. polymyxa.* It demonstrates that phenotypic variation is common in the species, as all 18 strains evaluated in this study exhibited phenotypic variation in liquid culture and on solid medium, on the seed surface and soil, and also in large scale culture needed to formulate biological control products. This variation likely reduces their ability to serve as a BCA.

Several strains of *P. polymyxa,* including E681, have many beneficial effects on crop plants and has been shown to produce a variety of antibiotics^25,32,33^. Many antagonistic bacteria secrete lytic enzymes that break down fungal cell walls, resulting in the suppression of fungal pathogens^34^. Additionally, proteases play a key role in the cell lysis process^35^. Proteases are represented by several *Bacillus* spp., including *B. amyloliquefaciens*, *B. licheniformis*, and *B. subtilis*^36,37^ which can suppress fungal plant pathogens. As described, the F-type, a naturally occurring variant, exhibits unique characteristics to the B-type, including attenuation of antimicrobial properties, biofilm formation, and plant growth-promotion. When compared with the F-type, B-type was more effective in promoting cucumber growth in terms of the length of sprouts from the seeds treated with the cell suspensions of B-type and F-type by dipping. This finding was further supported by the ability of B-type to produce higher levels of IAA compared to F-type. Similarly, a study performed by Heulin et al.^38^ reported an improvement in the yield of the wheat crops when IAA-producing rhizobacteria were applied to the plant roots. The remarkable difference between both types of E681 is the production of endospores. With the attenuation of the biological activities as a BCA, F-type does not form endospores, it can be a very critical issue for commercially available biocontrol agents^39^. Meanwhile, F-type was more competitive in motility than B-type. F-type had more flagella than B-type, and all flagella related RNAs were overexpressed in F-type, which correlated with increased swarming motility. Bacterial swarming describes the migration of cells across solid surfaces and is primarily powered by flagella. The swarming pattern was studied in several other *Paenibacillus* spp., such as *P. dendritiformis*, *P. aeruginosa*, and *B. subtilis* in which the event was regulated by multiple environmental factors^10^, including the production of surfactants on a solid surface^40,41^.

Our RNA sequencing data show that the sporulation is regulated at stage 0 in F-type. *B. subtilis* is considered as a model system for the study of sporulation^42^, based on this, the sporulation genes of E681 were classified into different sporulation stages^43,44^. 

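In the 7 stage 0 genes of Fig. S4, 3 were higher and 4 lower in F-type. The log2 fold changes were 0.66 for spo0J, 0.35 for yaaT, 0.26 for spo0B, -0.35 for spo0M, -0.89 for spo0F, -1.07 for sigH and -1.24 for spo0A. In stages II to VI, all 39 genes were lower in F-type, with a median log2 fold change of -4.09, and 37 of them changed by at least 2-fold. The counting intervals of all 39 genes lay below 0, although F-type had as few as 18 read pairs on a gene. The median RPKM of these 39 genes was 172 in B-type and 15.2 in F-type, and 16 of them had an RPKM under 10 in F-type.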

The expression of genes on stage 0 was increased or decreased, but after stage II, all genes rapidly decreased in F-type. The master regulator for entry into sporulation is *Spo0A*, which has been shown to affect the expression of more than 100 genes^45–48^. In *B. subtilis*, sporulation begins with activation of the master transcription factor, *Spo0A*, which is initially transcribed from a sigma H (SigH)-dependent promoter^49,50^. The genetic regulation on stage 0 in F-type could relate to sigH, abrB, and kinases which are known to influence the expression of *Spo0A*. The factors involved in the decision-making process of *P. polymyxa* regarding sporulating remain unclear. Thus, further studies are needed to address the regulation of this phenomenon such as the initial steps or specific environmental cues involved. Although *spo0A* was upregulated in B-type compared to F-type, the expression levels of *spo0B* (PPE_03655) in B-type were like those in F-type, and the genes were not classified as differentially expressed. Moreover, *Kin1377* (PPE_01377) and *Kin1038* (PPE_01038) seem to be sporulation histidine kinases in E681 and their homologs in *B. subtilis* function in phosphorylation of *spo0A*^24^. 

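spo0B (PPE_03655, PPE_RS17680), located from 3992510 to 3993247, had an RPKM of 164 in B-type and 183 in F-type. Its log2 fold change of 0.26 has a 95% counting interval of 0.19 to 0.34, and it did not pass the p limit of 0.01 in the MARS test on RPKM values. Without rescaling of the RPKM values, the log2 fold change was 0.16. spo0A (PPE_RS13740) had a log2 fold change of -1.24, with an RPKM of 1372 in B-type and 539 in F-type.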

Further, two global regulators, *abrB* and *sigH* (σ^H^), affect the regulation of *spo0A* in *B. subtilis*^48^. However, the regulation of these specific kinases and AbrB remains to be determined. It is, therefore, necessary to expand the study of phenotypic variation regulation to additional species. On the other hand, the upregulated gene in F-type was assigned to various cellular processes and functions, such as motility, energy production, and transportation systems. It revealed that genes involved in ‘flagella assembly’ and ‘environmental information processing’, particularly ATP-binding cassette (ABC) transporters were upregulated in F-type relative to B-type, whereas genes involved in ‘sporulation’ and ‘production of antibiotics’ were downregulated. Among transport systems, the Opp system was classified as belonging to the family of ABC transporters, which hydrolyze ATP to drive transport^51^. Similar results were shown in RNA-seq analysis using E681. ‘Transport’ was the most abundant subcategory identified as differentially enriched among gene ontology (GO). Enzymes involved in amino acid metabolism and transport were also upregulated, including oligopeptide-binding protein (OPPA), aminopeptidase (AP), and butanediol dehydrogenase (BDH). These results suggest that environmental stress increased the energy demand of the variant, which further increased mannose PTS activity due to insufficient glucose supply. Thus, the increased expression of ABC transporters in F-type is likely important to overcoming harsh environments.

We suggest that the bacteria can surrender their endospore-forming properties in unfavorable conditions. Alternatively, they may choose to escape from the harsh conditions by forming additional flagella, thereby reducing the need to produce biofilms or antibiotics. Notably, biofilm formation and antibiotic production were also reduced in F-type relative to B-type. The motility is mediated via downregulation of sporulation in stage 0, thereby, reducing unnecessary energy consumption and allowing for increased production of flagella, and other metabolic pathways, as well as an improved capacity to process environmental information. Very advanced research would be required to confirm this hypothesis.

One of the significant findings is that growth temperature is an important factor determining the degree of phenotypic variation. Though phenotypic variation helps bacteria to develop resistance for surviving under harsh environments^52^, this variation makes the bacteria less desirable as a BCA. This problem can be overcome by altering the growth temperature during mass production. It had not been reported previously that the occurrence of phenotypic variation caused by temperature. Our data show that the lower the culture temperature, the slower the time when the variant began to appear. When cultured at 37 °C, the first time the variant appeared was 2nd day, but when cultured at 24 °C, it was on the 6th day. When cultured at 20 °C and 18 °C, no variants appeared until the 7th day, the last day of observation, and the bacterial population reached 10^8^ cfu/mL. What is more powerful than controlling phenotypic variation is to select strains that are less likely to occur in the process of screening biocontrol agents. In case, when the biological product is made by exploiting a large yield of endospores upon culturing at a low temperature, if used in a summer farm, the variation might occur in the soil. The method we used was to observe whether the colonies have a uniform or various shape when spreading on a solid medium after liquid culture at 28 °C for 4 days. In this way, it was found that 2 out of 18 strains of *P. polymyxa* showed little variation. To get a good effect, there is also a way to adjust the timing of application to the farm. If a BCA is developed using a strain that does not easily change even at a high temperature, it may be used in a greenhouse or on a farm in summer. However, if the strain is prone to variation, it may be desirable to apply it when the soil temperature is below 24 °C for effective biocontrol. Phenotypic variation is a very critical issue in producing biocontrol products. Our study offers a simple solution that can be easily incorporated in large-scale BCA production helping increase the use of biocontrol.

## Materials and methods

### Strains and culture conditions

A total of 18 strains of *P. polymyxa* were used in this study (Fig. 3C; Table 1). Of these, M125 and six ginseng brown rot (GBR) strains have been reported to promote plant growth. The remaining 11 strains had not been previously isolated and were identified by our research group. *P. polymyxa* E681 was used throughout the study and is a spontaneous rifampicin mutant. To study typical bacterial growth, the wild type ‘B’ bacterial cells were cultured for 24 h in tryptic soy broth (TSB), followed by subculturing in fresh TSB and incubated for 4 days at 28 °C or 7 days at different temperatures (37, 30, 28, 24, 20, and 18 °C) under shaking conditions (180 rpm). The bacterial population thus cultured was recorded by plating serial dilutions on tryptic soy agar (TSA) plates. The total colony forming units (CFU)/mL and phenotypic variants were recorded at 24 h intervals.

### Phenotypic variation in vivo

To study phenotypic variation of E681 in seeds, surface-sterilized cucumber seeds were soaked in B-type cell suspensions (1 × 10^6^ cfu/mL) for 20 min, and air-dried for 3 h. Seeds were then placed on Petri-plates containing Whatman no. 1 filter paper under moisture conditions. To study phenotypic variation of E681 in soil, sterilized soil was mixed with B-type cell suspensions (1 × 10^6^ cfu/mL) and the soil was subsequently dried. Falcon tubes (50 mL capacity) were then filled with the bacteria-soil mixture and one surface-sterilized cucumber seed was planted per tube. SDW served as the non-treated control. Fifteen tubes were used for each treatment. All the samples were incubated at 28 °C for 11 days, at which point the length of the cucumber seedlings was measured, and the hypocotyl and root of the seedlings were cut, ground, and spread onto TSA plates for detecting the phenotypic variation by observing colony morphology. This experiment was performed two times.

### Transmission electron microscopy (TEM) and scanning electron microscopy (SEM) imaging

The protocols used for TEM and SEM analyses were described in the SI.

### Assessment of swarming motility, in vitro antagonism, and protease activity

The methods used for determining swarming motility, in vitro antagonism, and protease activity are described detailed in the SI.

### Siderophore production and biofilm formation

A detailed methods for measuring siderophore production and biofilm formation are describe in the SI.

### Quantification of IAA, and evaluation of plant growth-promoting effect on cucumbers

The experimental procedures used to determine IAA production, seed germination, PGP effect on cucumber seedlings are described in detail in the SI.

### RNA isolation and RNA-seq library preparation

Total RNA was isolated from cultures of B- and F-type cells grown in TSA for 48 h using the RNeasy Mini Kit with on-column DNase I treatment, according to the manufacturer’s instructions (Qiagen Inc., Hilden, Germany). RNA-seq libraries were prepared as described in Poulsen and Vinther^53^.

### RNA-seq analysis

After the sequencing of enriched mRNA, raw reads were mapped onto the E681 reference genome, using the program BWA. The E681 genome sequence was accessed through the NCBI genome database (https://www.ncbi.nlm.nih.gov/genome/; Accession No. NC_014483.2). In this study, we analyzed 4796 *P. polymyxa* E681 annotated genes. The resulting sequence alignment map (SAM) files were converted to binary format BAM files and then sorted by chromosomal coordinates using the program SAMtools. The number of mapped reads for each annotated gene was determined using the Bam2readcount function. The relative transcript abundance was measured in reads per kilobase of exon per million mapped sequence reads (RPKM). The log_2_ ratios of the RPKM values were used to identify differentially expressed genes (DEGs) and significance was set at *p* ≤ 0.01. Subsequently, DEGs were identified using the DEGseq package in R (https://www.r-project.org)^54^. The data from this analysis were deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO series GenBank accession no. GSE93062.

### Statistical analysis

Data were subjected to analysis of variance (ANOVA) using JMP software (SAS Institute Inc., Cary, NC, USA). The significance of B- and F-treated plant growth parameters was determined by the magnitude of the F value at *p* = 0.05. When a significant F value was obtained for treatments, the separation of the means was accomplished using Fisher's protected least significant difference (LSD) at *p* = 0.05.

## Supplementary information

Supplementary Information.

# Supplementary material for: Molecular changes associated with spontaneous phenotypic variation of Paenibacillus polymyxa, a commonly used biocontrol agent, and temperature-dependent control of variation
**Source:** Sci Rep. 2020 Oct 6;10:16586. doi: 10.1038/s41598-020-73716-7
**Supplement:** Supplementary file 1 — Supplementary Information.

**Molecular changes associated with spontaneous phenotypic variation of *Paenibacillus polymyxa*, a commonly used biocontrol agent, and temperature-dependent control of variation**

**Running title:** Phenotypic variation of *Paenibacillus polymyxa* and its control during mass production

Younmi Lee^1, 2^, Young Soo Kim^1^, Kotnala Balaraju^2^, Young-Su Seo^3^, Jungwook Park^3^, Choong-Min Ryu^4,5^, Seung-Hwan Park^4,5^, Jihyun F. Kim^6, 7^, Seogchan Kang^8^, Yongho Jeon^1^*

**Supporting information (SI)**

**Materials and Methods**

**Mass culture.** To commercialize this bacterium for use in the field conditions, the bacterial culture (1.5 L) was inoculated into 250 L capacity fermenter (KoBioTech Co., Ltd., Incheon, Korea) containing industrial medium (Glucose 5.45g, MSG 3.25g, yeast extract 0.67g, KH_2_PO_4_ 0.27g, CaCl_2_ 0.27g, FeSO_4_ 0.005g, MgSO_4_ 0.08g, MnSO_4_ 0.005g, CuSO_4_ 0.003g, ZnSO_4_ 0.003g per liter), and incubated for 7 days at 30 ℃ with 80 rpm, and air pressure 50 L/min. The seed culture (inoculum) was prepared by culturing the bacterial cells in 4 L capacity conical flask containing industrial medium and incubating for 48 h at 30 ℃ with 150 rpm.

**Transmission electron microscopy (TEM) and scanning electron microscopy (SEM) imaging.** TEM was used to observe the morphological changes in both B- and F-types over 3 days. Samples for TEM were prepared and the images were captured as per the method described by Jeon *et al*^1^. Morphological and biochemical properties were identified, evaluated, and compared, as described in Bergey’s Manual of Systematic Bacteriology^2^. For SEM, the images of colonized root tips of cucumbers were captured as per the protocol described by Santos *et al*^3^.

**Assessment of swarming motility.** To assess for motility, 5 µl of B-type or F-type broth culture (1×10^6^ cfu/mL) was added dropwise on 1% agar TSA plates^4^. The diameters of the swarming zones were measured after incubation at 28 °C for 48 h.

**Siderophore production and biofilm formation.** Siderophore production was determined following the method of Schwyn and Neilands^5^. Briefly, a 6 μl sample of the 24-h-old bacterial cultures were spotted on CAS (chrome-azurol S) agar plates. The diameter of the orange halos was measured after the incubation of the plates at 28 °C for 48 h. The ability of the bacteria to form a biofilm on abiotic surfaces was evaluated using a method described previously by Ferrieres and Clarke^6^. Briefly, B-type and F-type colonies were cultured in TSB for 24 h, diluted 100-fold with TSB, and loaded into 96-well polystyrene plates (200 µl/well). TSB alone was used as a control. After incubating the cultures at 28 °C for 72 h without shaking, the cultures were carefully withdrawn with a pipette and the plates were washed twice with water. Each well received 200 µl of 1% (w/v) crystal violet, and the plates were allowed to stand for 15 min at room temperature. The solution was then withdrawn with a pipette, and the plates were carefully washed with water. Dye that had bound to the cells adsorbed on the walls of the wells was dissolved in acetone–ethanol (20:80; 200 µl/well). Biofilm-forming ability was evaluated by the intensity of the color of the solution. For the plates, the absorbance (OD at 595 nm) was read on a Multiskan Ascent analyzer (Thermo Fisher, Vantaa, Finland).

***In vitro* antagonism and protease activity.** The antagonistic properties of B- and F-types were tested *in vitro* against plant pathogenic fungi, including, *Rhizoctonia solani, Colletotrichum gloeosporioides,* and *Cylindrocarpon destructans*, and against *Escherichia coli* DH5α. All the isolates were provided by the Korean Agricultural Culture Collection (KACC), Suwon, Korea. Mycelial plugs were applied to the center of the potato dextrose agar (PDA) plate that was covered in a bacterial suspension. To test for antibacterial properties, *E. coli* DH5α was spread uniformly onto a TSA plate and 10 µl of B-type or F-type in TSB (1×10^6^ cfu/mL) was dropped onto a 5 mm sterile disk or directly onto the agar. Plates were incubated for 7 days at 28 °C and the antifungal/antibacterial activity was defined in terms of the zone of inhibition size. To test for protease activity *in vitro*, B-type and F-type cell suspensions were plated on TSA supplemented with 1% (w/v) skimmed milk. The plates were incubated for 7 days at 28 °C and zones of the clearing were indicative of enzyme activity.

**Determination of IAA quantification.** Indole-3-acetic acid (IAA) quantification assay was performed using the method described by Meza *et al*^7^. For the quantitative determination of IAA, the colorimetric Salkowski’s assay was performed^8^. IAA was quantified by integrating areas under peaks with authentic IAA (Sigma) as the standard.

**Plant growth-promoting effect on cucumbers.** Surface-sterilized cucumber (*Cucumis sativus* L. var. Eunsung-backdadagi) seeds were used for the growth-promoting assay. The surface-sterilized seeds were dipped in B-type or F-type cell suspensions (1 × 10^6^ cfu/mL) or SDW (control) for 20 min under shaking conditions at 150 rpm, and then air-dried. The seeds were transferred between the paper layers and kept in sealed plastic bags. The root lengths of germinated seedlings were measured 6 days after incubation at 20 ℃.

**References**

1. Jeon, Y. H., Kim, S. G., Hwang, I. & Kim, Y. H. Effects of initial inoculation density of *Paenibacillus polymyxa* on colony formation and starch-hydrolytic activity in relation to root rot in ginseng. *J Appl Microbiol* **109,** 461–470 (2010).
2. Debois, D. *et al*. Bergey’s Manual of Systematic Bacteriology Vol. 3 (eds P Vos *et al.*) (Springer, New York, 2009).
3. Santos F, *et al*. A novel interaction between plant-beneficial rhizobacteria and roots: colonization induces corn resistance against the root herbivore *Diabrotica speciosa*. *PLoS One* **9,** e113280 (2014).
4. Tremblay, J., Richardson, A., Lepine, F. & Deziel, E. Self-produced extracellular stimuli modulate the *Pseudomonas aeruginosa* swarming motility behaviour. *Envi Microbiol* **9,** 2622–2630 (2007).
5. Schwyn, B. & Neilands, J. B. Universal chemical assay for the detection and determination of siderophores. *Anal Biochem* **160,** 47–56 (1987).
6. Ferrieres, L & Clarke, D. The RcsC sensor kinase is required for normal biofilm formation in *Escherichia coli* K12 and controls the expression of a regulon in response to growth on a solid surface. *Mol Microbiol* **50,** 1665–1682 (2003).
7. Meza, B., de-Bashan, L. E. & Bashan, Y. Involvement of indole-3-acetic acid produced by *Azospirillum brasilense* in accumulating intracellular ammonium in *Chlorella vulgaris*. *Res Microbiol* **166,** 72–83 (2015).
8. Gordon, S. A. & Weber, R. P. Colorimetric estimation of indoleacetic acid. *Plant Physiol* **26,** 192-195 (1951).

# Supplementary tables

## **Table S1** Transcriptome sequencing results for B and F types of E681

| **Sample** | **Direction** | **Raw** | **Filtering** | **Matching** | **Mapping** |
| --- | --- | --- | --- | --- | --- |
| B | R1 | 80 090 435 | 74 092 479 | 66 735 650 | 32 069 380 |
| B | R2 | 80 090 435 | 70 050 839 | 66 735 650 |  |
| F | R1 | 69 408 784 | 65 164 819 | 59 801 781 | 55 575 382 |
| F | R2 | 69 408 784 | 62 026 047 | 59 801 781 |  |

## **Table S2** Gene Ontology (GO) functional annotation of differentially expressed genes (DEG).

| **Class** | **GO ID** | **GO** | **# of genes** | ***p*-value** |
| --- | --- | --- | --- | --- |
| **biological_process** | GO:0071973 | bacterial-type flagellum-dependent cell motility | 15 | 0.000 |
|  | GO:0006189 | 'de novo' IMP biosynthetic process | 13 | 0.000 |
|  | GO:0030435 | sporulation resulting in formation of a cellular spore | 10 | 0.000 |
|  | GO:0044780 | bacterial-type flagellum assembly | 8 | 0.000 |
|  | GO:0006935 | chemotaxis | 12 | 0.000 |
|  | GO:0008643 | carbohydrate transport | 22 | 0.000 |
|  | GO:0006810 | transport | 29 | 0.001 |
|  | GO:0006629 | lipid metabolic process | 6 | 0.003 |
|  | GO:0030436 | asexual sporulation | 4 | 0.007 |
|  | GO:0044781 | bacterial-type flagellum organization | 3 | 0.008 |
|  | GO:0006352 | DNA-templated transcription, initiation | 10 | 0.010 |
|  | GO:0044205 | 'de novo' UMP biosynthetic process | 5 | 0.011 |
|  | GO:0006099 | tricarboxylic acid cycle | 6 | 0.021 |
|  | GO:0007059 | chromosome segregation | 2 | 0.042 |
|  | GO:0009113 | purine nucleobase biosynthetic process | 2 | 0.042 |
|  | GO:0042882 | L-arabinose transport | 2 | 0.042 |
| **cellular_component** | GO:0009425 | bacterial-type flagellum basal body | 7 | 0.000 |
|  | GO:0016021 | integral component of membrane | 250 | 0.001 |
|  | GO:0009288 | bacterial-type flagellum | 3 | 0.008 |
|  | GO:0009424 | bacterial-type flagellum hook | 3 | 0.008 |
|  | GO:0005576 | extracellular region | 5 | 0.035 |
|  | GO:0005886 | plasma membrane | 59 | 0.041 |
|  | GO:0042601 | endospore-forming forespore | 2 | 0.042 |
| **molecular_function** | GO:0003774 | motor activity | 6 | 0.000 |
|  | GO:0005198 | structural molecule activity | 5 | 0.000 |
|  | GO:0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds | 11 | 0.002 |
|  | GO:0016740 | transferase activity | 24 | 0.008 |
|  | GO:0004642 | phosphoribosylformylglycinamidine synthase activity | 3 | 0.008 |
|  | GO:0016987 | sigma factor activity | 10 | 0.014 |
|  | GO:0016829 | lyase activity | 11 | 0.017 |
|  | GO:0016757 | transferase activity, transferring glycosyl groups | 7 | 0.020 |
|  | GO:0008745 | N-acetylmuramoyl-L-alanine amidase activity | 4 | 0.036 |
|  | GO:0004088 | carbamoyl-phosphate synthase (glutamine-hydrolyzing) activity | 2 | 0.042 |
|  | GO:0004644 | phosphoribosylglycinamide formyltransferase activity | 2 | 0.042 |
|  | GO:0004739 | pyruvate dehydrogenase (acetyl-transferring) activity | 2 | 0.042 |
|  | GO:0005509 | calcium ion binding | 2 | 0.042 |
|  | GO:0008514 | organic anion transmembrane transporter activity | 2 | 0.042 |
|  | GO:0008565 | protein transporter activity | 2 | 0.042 |
|  | GO:0015612 | L-arabinose-importing ATPase activity | 2 | 0.042 |
|  | GO:0043365 | [formate-C-acetyltransferase]-activating enzyme activity | 2 | 0.042 |
|  | GO:0045735 | nutrient reservoir activity | 2 | 0.042 |
|  | GO:0047371 | butyrate-acetoacetate CoA-transferase activity | 2 | 0.042 |
|  | GO:0051539 | 4 iron, 4 sulfur cluster binding | 13 | 0.049 |

## **Table S3** Summary of KEGG pathways associated with ≥ 2-fold DEGs

| **ID** | **Pathway** | **p-value** |
| --- | --- | --- |
| ppy02040 | Flagellar assembly | 0 |
| ppy02030 | Bacterial chemotaxis | 3.35E-11 |
| ppy00020 | Citrate cycle (TCA cycle) | 0.000121325 |
| ppy00520 | Amino sugar and nucleotide sugar metabolism | 0.000489019 |
| ppy02020 | Two-component system | 0.002995599 |
| ppy02010 | ABC transporters | 0.003554139 |
| ppy00670 | One carbon pool by folate | 0.027934135 |
| ppy00650 | Butanoate metabolism | 2.49E-06 |
| ppy00071 | Fatty acid degradation | 8.49E-05 |
| ppy00625 | Chloroalkane and chloroalkene degradation | 0.000241879 |
| ppy00626 | Naphthalene degradation | 0.000279292 |
| ppy00350 | Tyrosine metabolism | 0.001063487 |
| ppy00640 | Propanoate metabolism | 0.002539041 |
| ppy01100 | Metabolic pathways | 0.004282199 |
| ppy00072 | Synthesis and degradation of ketone bodies | 0.004315507 |
| ppy01220 | Degradation of aromatic compounds | 0.00482077 |
| ppy00310 | Lysine degradation | 0.008034461 |
| ppy03450 | Non-homologous end-joining | 0.012387936 |
| ppy00440 | Phosphonate and phosphinate metabolism | 0.017497167 |
| ppy01120 | Microbial metabolism in diverse environments | 0.020762284 |
| ppy00620 | Pyruvate metabolism | 0.03485157 |
| ppy00627 | Aminobenzoate degradation | 0.037833094 |

## **Table S4** Expression of all the genes constituting GO pathways associated with sporulation

| GO id | GO | Description | Locus_tag | B | F | log2  Fold change | p-value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GO:  0030435 | sporulation resulting in formation of a cellular spore | RNA polymerase sigma factor SigD | PPE_RS09310 | 113.19 | 287.67 | 1.45 | 0.000 |
|  |  | chemotaxis protein CheY | PPE_RS13740 | 1371.56 | 538.73 | -1.24 | 0.000 |
|  |  | septation protein spoVG | PPE_RS00180 | 5453.67 | 1342.65 | -1.92 | 0.000 |
|  |  | DNA-directed RNA polymerase sigma-70 factor | PPE_RS15800 | 43.18 | 10.25 | -1.97 | 0.000 |
|  |  | anti-sigma F factor antagonist | PPE_RS13625 | 3205.97 | 182.99 | -4.03 | 0.000 |
|  |  | DNA-directed RNA polymerase sigma-70 factor | PPE_RS15115 | 694.61 | 33.14 | -4.28 | 0.000 |
|  |  | anti-sigma F factor | PPE_RS13620 | 4352.00 | 180.80 | -4.48 | 0.000 |
|  |  | DNA-directed RNA polymerase sigma-70 factor | PPE_RS15120 | 569.22 | 17.32 | -4.93 | 0.000 |
|  |  | stage II sporulation protein D | PPE_RS21545 | 349.81 | 6.22 | -5.71 | 0.000 |
|  |  | stage IV sporulation protein A | PPE_RS13410 | 4635.11 | 16.50 | -8.03 | 0.000 |
| GO:  0030436 | asexual sporulation | acid-soluble spore protein H | PPE_RS20155 | 107.14 | 17.72 | -2.49 | 0.000 |
|  |  | spore protein | PPE_RS05655 | 63.06 | 10.20 | -2.52 | 0.000 |
|  |  | anti-sigma F factor | PPE_RS13620 | 4352.00 | 180.80 | -4.48 | 0.000 |
|  |  | peptidase | PPE_RS15125 | 1345.99 | 28.99 | -5.43 | 0.000 |
| GO:  0042601 | endospore-forming forespore | acid-soluble spore protein H | PPE_RS20155 | 107.14 | 17.72 | -2.49 | 0.000 |
|  |  | spore protein | PPE_RS05655 | 63.06 | 10.20 | -2.52 | 0.000 |

## **Table S5** Expression of all the genes related to sporulation stage 0

| **Description** | **locus_tag** | **old_locus** | **B** | **F** | **log2 Fold_change** | **p-value** | **Signature**  **(p-value < 0.01)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| soj | PPE_RS23930 | PPE_04944 | 87.16 | 150.23 | 0.89 | 0.000 | TRUE |
| spo0J | PPE_RS23925 | PPE_04943 | 145.30 | 214.04 | 0.66 | 0.000 | TRUE |
| sigH | PPE_RS20805 | PPE_04296 | 10353.91 | 4585.43 | -1.07 | 0.000 | TRUE |
| kin3851 | PPE_RS18645 | PPE_03851 | 60.22 | 24.67 | -1.18 | 0.000 | TRUE |
| spo0B | PPE_RS17680 | PPE_03655 | 163.52 | 182.67 | 0.26 | 0.088 | FALSE |
| spo0A | PPE_RS13740 | PPE_02831 | 1371.56 | 538.73 | -1.24 | 0.000 | TRUE |
| spo0M | PPE_RS13720 | PPE_02826 | 365.76 | 266.27 | -0.35 | 0.002 | TRUE |
| spo0F | PPE_RS00675 | PPE_00136 | 683.14 | 342.22 | -0.89 | 0.000 | TRUE |
| abrB | PPE_RS00125 | PPE_00024 | 377.37 | 561.12 | 0.68 | 0.000 | TRUE |
| abrB | PPE-RS06890 | PPE_01425 | 28.80 | 70.38 | 1.29 | 0.000 | TRUE |
| yaaT | PPE_RS00105 | PPE_00020 | 176.97 | 210.13 | 0.35 | 0.016 | FALSE |

## **Table S6** Expression of kinase genes

| **Description** | **locus_tag** | **old_locus** | **B** | **F** | **log2 Fold_change** | **p-value** | **Signature (p-value < 0.05)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| histidine kinase Kin3851 | PPE_RS18645 | PPE_03851 | 60.22 | 24.67 | -1.18 | 0.000 | TRUE |
| histidine kinase Kin1377 | PPE_RS06650 | PPE_01377 | 817.58 | 395.86 | -0.94 | 0.000 | TRUE |
| histidine kinase Kin1038 | PPE_RS05010 | PPE_01038 | 59.43 | 43.72 | -0.34 | 0.237 | FALSE |
| histidine kinase Kin689 | PPE_RS03360 | PPE_00689 | 57.49 | 81.47 | 0.61 | 0.014 | TRUE |
| histidine kinase Kin99 | PPE_RS00495 | PPE_00099 | 100.24 | 241.12 | 1.37 | 0.000 | TRUE |

## **Table S7** Expression of all the genes constituting bacterial chemotaxis (ppy02030) and Flagella assembly (ppy02040) of KEGG pathway

## **Table S8** Expression of all the genes associated with ‘amino sugar and nucleotide sugar metabolism (ppy00520)

| **Description** | **locus** | **B** | **F** | **log2 Fold change** | **p-value** |
| --- | --- | --- | --- | --- | --- |
| PTS mannose transporter subunit IID | PPE_01463 | 151.01 | 1376.68 | 3.29 | 0.000 |
| PTS fructose transporter subunit IIB | PPE_01464 | 225.31 | 1982.65 | 3.24 | 0.000 |
| PTS mannose transporter subunit IIC | PPE_01465 | 424.02 | 2439.99 | 2.63 | 0.000 |
| xylosidase | PPE_01656 | 102.06 | 448.43 | 2.24 | 0.000 |
| glucose-1-phosphate adenylyltransferase | PPE_02517 | 206.56 | 817.53 | 2.09 | 0.000 |
| PTS mannose transporter subunit IID | PPE_01466 | 877.49 | 2783.36 | 1.77 | 0.000 |
| flagellar modification protein B | PPE_04402 | 17.92 | 50.44 | 1.60 | 0.000 |
| arabinoxylan arabinofuranohydrolase | PPE_02273 | 395.47 | 1068.51 | 1.54 | 0.000 |
| alpha-N-arabinofuranosidase | PPE_00320 | 113.04 | 266.28 | 1.34 | 0.000 |
| galactokinase | PPE_01014 | 90.53 | 210.76 | 1.32 | 0.000 |
| glutamine amidotransferase | PPE_04214 | 1291.05 | 2864.92 | 1.25 | 0.000 |
| hypothetical protein | PPE_04401 | 41.64 | 89.39 | 1.21 | 0.000 |
| PTS trehalose transporter subunit IIBC | PPE_00251 | 401.31 | 854.59 | 1.20 | 0.000 |
| alpha-N-arabinofuranosidase | PPE_02888 | 39.43 | 83.75 | 1.19 | 0.000 |
| UDP-N-acetylglucosamine 2-epimerase | PPE_04400 | 42.29 | 88.14 | 1.16 | 0.000 |
| UDP-N-acetylglucosamine 1-carboxyvinyltransferase | PPE_00138 | 102.85 | 205.13 | 1.10 | 0.000 |
| UDP-glucose 6-dehydrogenase | PPE_01134 | 156.55 | 303.44 | 1.06 | 0.000 |
| UDP-N-acetylenolpyruvoylglucosamine reductase | PPE_03126 | 487.49 | 213.90 | -1.08 | 0.000 |
| nucleoside-diphosphate sugar epimerase | PPE_03826 | 22.35 | 4.68 | -2.15 | 0.001 |
| mannose-1-phosphate guanylyltransferase | PPE_02199 | 33.08 | 5.70 | -2.43 | 0.000 |
| UDP-N-acetyl-D-glucosamine dehydrogenase | PPE_03756 | 38.62 | 5.60 | -2.68 | 0.000 |
| UDP-glucose 4-epimerase | PPE_03815 | 52.37 | 6.96 | -2.81 | 0.000 |
| UDP-N-acetylglucosamine 2-epimerase | PPE_03829 | 33.24 | 4.05 | -2.93 | 0.000 |

## **Table S9** Expression of all the genes associated with ‘two-component system’ (ppy02020)

| **Description** | **old_locus** | **B** | **F** | **log2 Fold_change** | **p-value** |
| --- | --- | --- | --- | --- | --- |
| flagellar motor protein MotA | PPE_00102 | 80.33 | 254.63 | 1.77 | 0.000 |
| chemotaxis protein | PPE_00476 | 32.50 | 63.20 | 1.06 | 0.000 |
| histidine kinase | PPE_00721 | 43.61 | 93.28 | 1.20 | 0.000 |
| two-component system response regulator | PPE_00722 | 69.32 | 177.49 | 1.46 | 0.000 |
| fatty acid desaturase, Des | PPE_00885 | 213.87 | 448.59 | 1.17 | 0.000 |
| sensor histidine kinase, DesK | PPE_00886 | 43.72 | 89.87 | 1.14 | 0.000 |
| Transcriptional regulator, DesR | PPE_00887 | 29.73 | 53.44 | 0.95 | 0.003 |
| histidine kinase | PPE_01051 | 40.90 | 101.96 | 1.42 | 0.000 |
| two-component system response regulator | PPE_01052 | 38.56 | 110.39 | 1.62 | 0.000 |
| succinyl-CoA--3-ketoacid-CoA transferase | PPE_01172 | 130.61 | 4.82 | -4.66 | 0.000 |
| 3-oxoadipate CoA-transferase subunit A | PPE_01173 | 543.01 | 13.93 | -5.18 | 0.000 |
| acetyl-CoA acetyltransferase | PPE_01175 | 450.76 | 13.73 | -4.93 | 0.000 |
| chemotaxis protein | PPE_01208 | 21.10 | 79.59 | 2.02 | 0.000 |
| NAD-dependent malic enzyme (NAD-ME) | PPE_01305 | 381.04 | 929.96 | 1.39 | 0.000 |
| chemotaxis protein CheY | PPE_01454 | 70.28 | 17.41 | -1.91 | 0.000 |
| chemotaxis protein CheY | PPE_01652 | 30.91 | 76.13 | 1.41 | 0.000 |
| chemotaxis protein CheY | PPE_01897 | 240.60 | 585.04 | 1.39 | 0.000 |
| two-component system protein-glutamate methylesterase response regulator | PPE_01906 | 54.10 | 216.32 | 2.10 | 0.000 |
| chemotaxis protein CheA | PPE_01907 | 99.62 | 367.96 | 1.99 | 0.000 |
| chemotaxis protein CheW | PPE_01908 | 103.94 | 260.48 | 1.43 | 0.000 |
| RNA polymerase sigma factor SigD | PPE_01912 | 113.19 | 287.67 | 1.45 | 0.000 |
| chemotaxis protein CheY | PPE_02134 | 41.23 | 105.19 | 1.46 | 0.000 |
| chemotaxis protein | PPE_02829 | 7.52 | 23.86 | 1.77 | 0.001 |
| chemotaxis protein CheY | PPE_02831 | 1371.56 | 538.73 | -1.24 | 0.000 |
| chemotaxis protein | PPE_02987 | 27.75 | 54.21 | 1.07 | 0.001 |
| NAD-dependent malic enzyme 4 (NAD-ME 4) | PPE_03209 | 31.16 | 6.61 | -2.13 | 0.000 |
| L-malate permease | PPE_03210 | 51.99 | 12.48 | -1.95 | 0.000 |
| chemotaxis protein | PPE_03338 | 14.14 | 53.44 | 2.02 | 0.000 |
| histidine kinase | PPE_03457 | 32.86 | 79.99 | 1.39 | 0.000 |
| chemotaxis protein | PPE_03569 | 9.62 | 26.63 | 1.57 | 0.002 |
| 2-(5''-triphosphoribosyl)-3'-dephospho-CoA synthase | PPE_03593 | 17.35 | 5.96 | -1.44 | 0.025 |
| DNA-binding protein | PPE_03594 | 42.61 | 18.42 | -1.10 | 0.004 |
| chemotaxis protein | PPE_03616 | 19.72 | 50.69 | 1.47 | 0.000 |
| malate dehydrogenase | PPE_03731 | 25.97 | 4.20 | -2.52 | 0.000 |
| chemotaxis protein | PPE_03762 | 113.56 | 299.80 | 1.51 | 0.000 |
| two-component system sensor histidine kinase | PPE_03851 | 60.22 | 24.67 | -1.18 | 0.000 |
| chemotaxis protein R | PPE_04022 | 214.19 | 413.15 | 1.05 | 0.000 |
| cytochrome D ubiquinol oxidase subunit II | PPE_04044 | 88.47 | 6.49 | -3.66 | 0.000 |
| cytochrome D ubiquinol oxidase subunit I | PPE_04045 | 74.73 | 5.02 | -3.79 | 0.000 |
| two-component system response regulator | PPE_04086 | 17.74 | 50.11 | 1.60 | 0.000 |
| histidine kinase | PPE_04087 | 25.14 | 83.19 | 1.83 | 0.000 |
| flagellar motor protein MotA | PPE_04350 | 48.36 | 125.22 | 1.48 | 0.000 |
| flagellin | PPE_04409 | 3920.25 | 16847.96 | 2.21 | 0.000 |
| chemotaxis protein | PPE_04558 | 47.47 | 10.93 | -2.01 | 0.000 |
| two-component system response regulator | PPE_04713 | 20.26 | 69.31 | 1.88 | 0.000 |
| bacitracin ABC transporter ATP-binding protein | PPE_04799 | 32.00 | 80.90 | 1.44 | 0.000 |

## **Table S10** The genes in ‘ABC transporter’ (ppy02010) of KEGG pathway

**Table S11. Expression of antibiotic biosynthesis genes in B- and F-type cells.**

|  | **Description** | **symbol** | **locus** | **B** | **F** | **log2 Fold change** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Fusaricidin | non-ribosomal peptide synthetase | FusA | PPE_00083 | 352.67 | 205.63 | -0.67 | 0.000 |
| Polymyxin | non-ribosomal peptide synthetase | pmxA | PPE_04188 | 360.06 | 192.05 | -0.80 | 0.000 |
|  | non-ribosomal peptide synthetase | pmxB | PPE_04187 | 310.98 | 159.53 | -0.86 | 0.000 |
|  | multidrug ABC transporter permease | pmxC | PPE_04186 | 379.79 | 168.61 | -1.07 | 0.000 |
|  | ABC transporter ATP-binding protein | pmxD | PPE_04185 | 272.20 | 114.90 | -1.24 | 0.000 |
|  | non-ribosomal peptide synthetase | pmxE | PPE_04184 | 157.08 | 64.99 | -1.17 | 0.000 |
| Lantibiotics | ABC transporter ATP-binding protein | SpaT | PPE_01456 | 85.81 | 27.25 | -1.55 | 0.000 |
|  | lantibiotic biosynthesis protein | SpaB | PPE_01455 | 58.90 | 17.87 | -1.62 | 0.000 |
|  | lantibiotic biosynthesis protein | SpaC | PPE_01453 | 86.46 | 19.92 | -2.01 | 0.000 |
|  | lantibiotic biosynthesis protein | SpaC | PPE_01452 | 458.85 | 87.75 | -2.28 | 0.000 |
| Paenilan | subtilin lantibiotic | pnlA | PPE_04953 | 6825.48 | 293.07 | -4.44 | 0.000 |
| Phospho-glucomutase | phosphoglucomutase | pgm | PPE_04441 | 350.28 | 274.29 | -0.25 | 0.032 |

**Supplementary Figures**

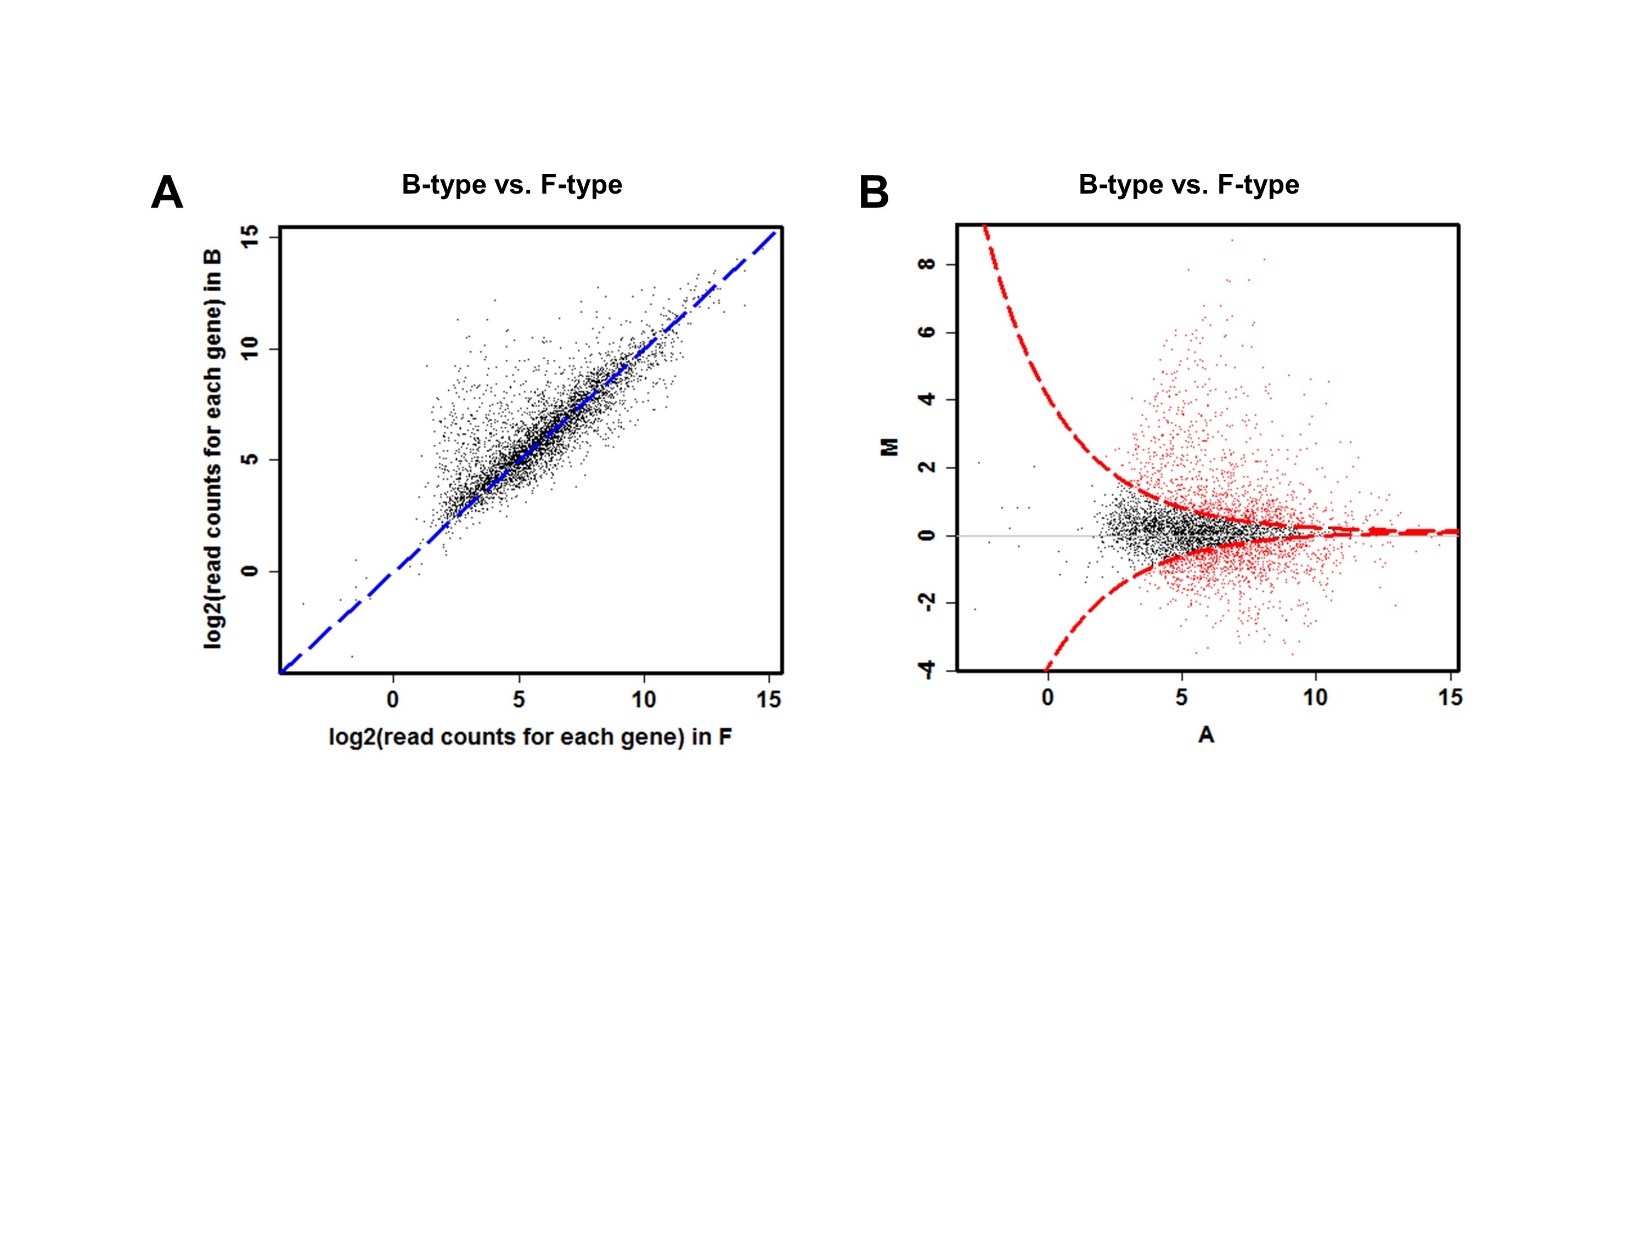

**Fig. S1.** Differentially expressed genes were represented as a scatterplot graph (**A**) and MA-plot graph (**B**) by the DEGseq package with the R language. Each point indicates 4,796 genes. In the scatterplot graph, it is possible to compare the expression level between two groups through the x-axis of read counts *in vitro* and y-axis of read counts. Red and black points of the MA-plot refer to those differentially and not differentially expressed genes, respectively. In this analysis, red points follow statistic criteria with a *p*-value ≤ 0.01 as determined by the MARS method.

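The MARS method of DEGseq compares the log2 ratio of a gene between 2 libraries with the spread that random sampling of reads would give at the gene's mean expression. It holds no term for the variation between cultures. Applied to RPKM values, it treats the RPKM of a gene as its number of reads and the total RPKM as the library size. With p of at most 0.01 alone, it called 1826 of 4527 genes on the RPKM values. Libraries were also simulated at the depth of the real ones, both with the expression of the B-type library and without any changed gene. With only counting error simulated, p of at most 0.01 with a 2-fold limit called no gene. It called 61 genes when a coefficient of variation between cultures of 0.2 was simulated, and 869 genes when it was 0.4. This variation was drawn gene by gene, whereas neighbouring genes changed alike in the real libraries.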

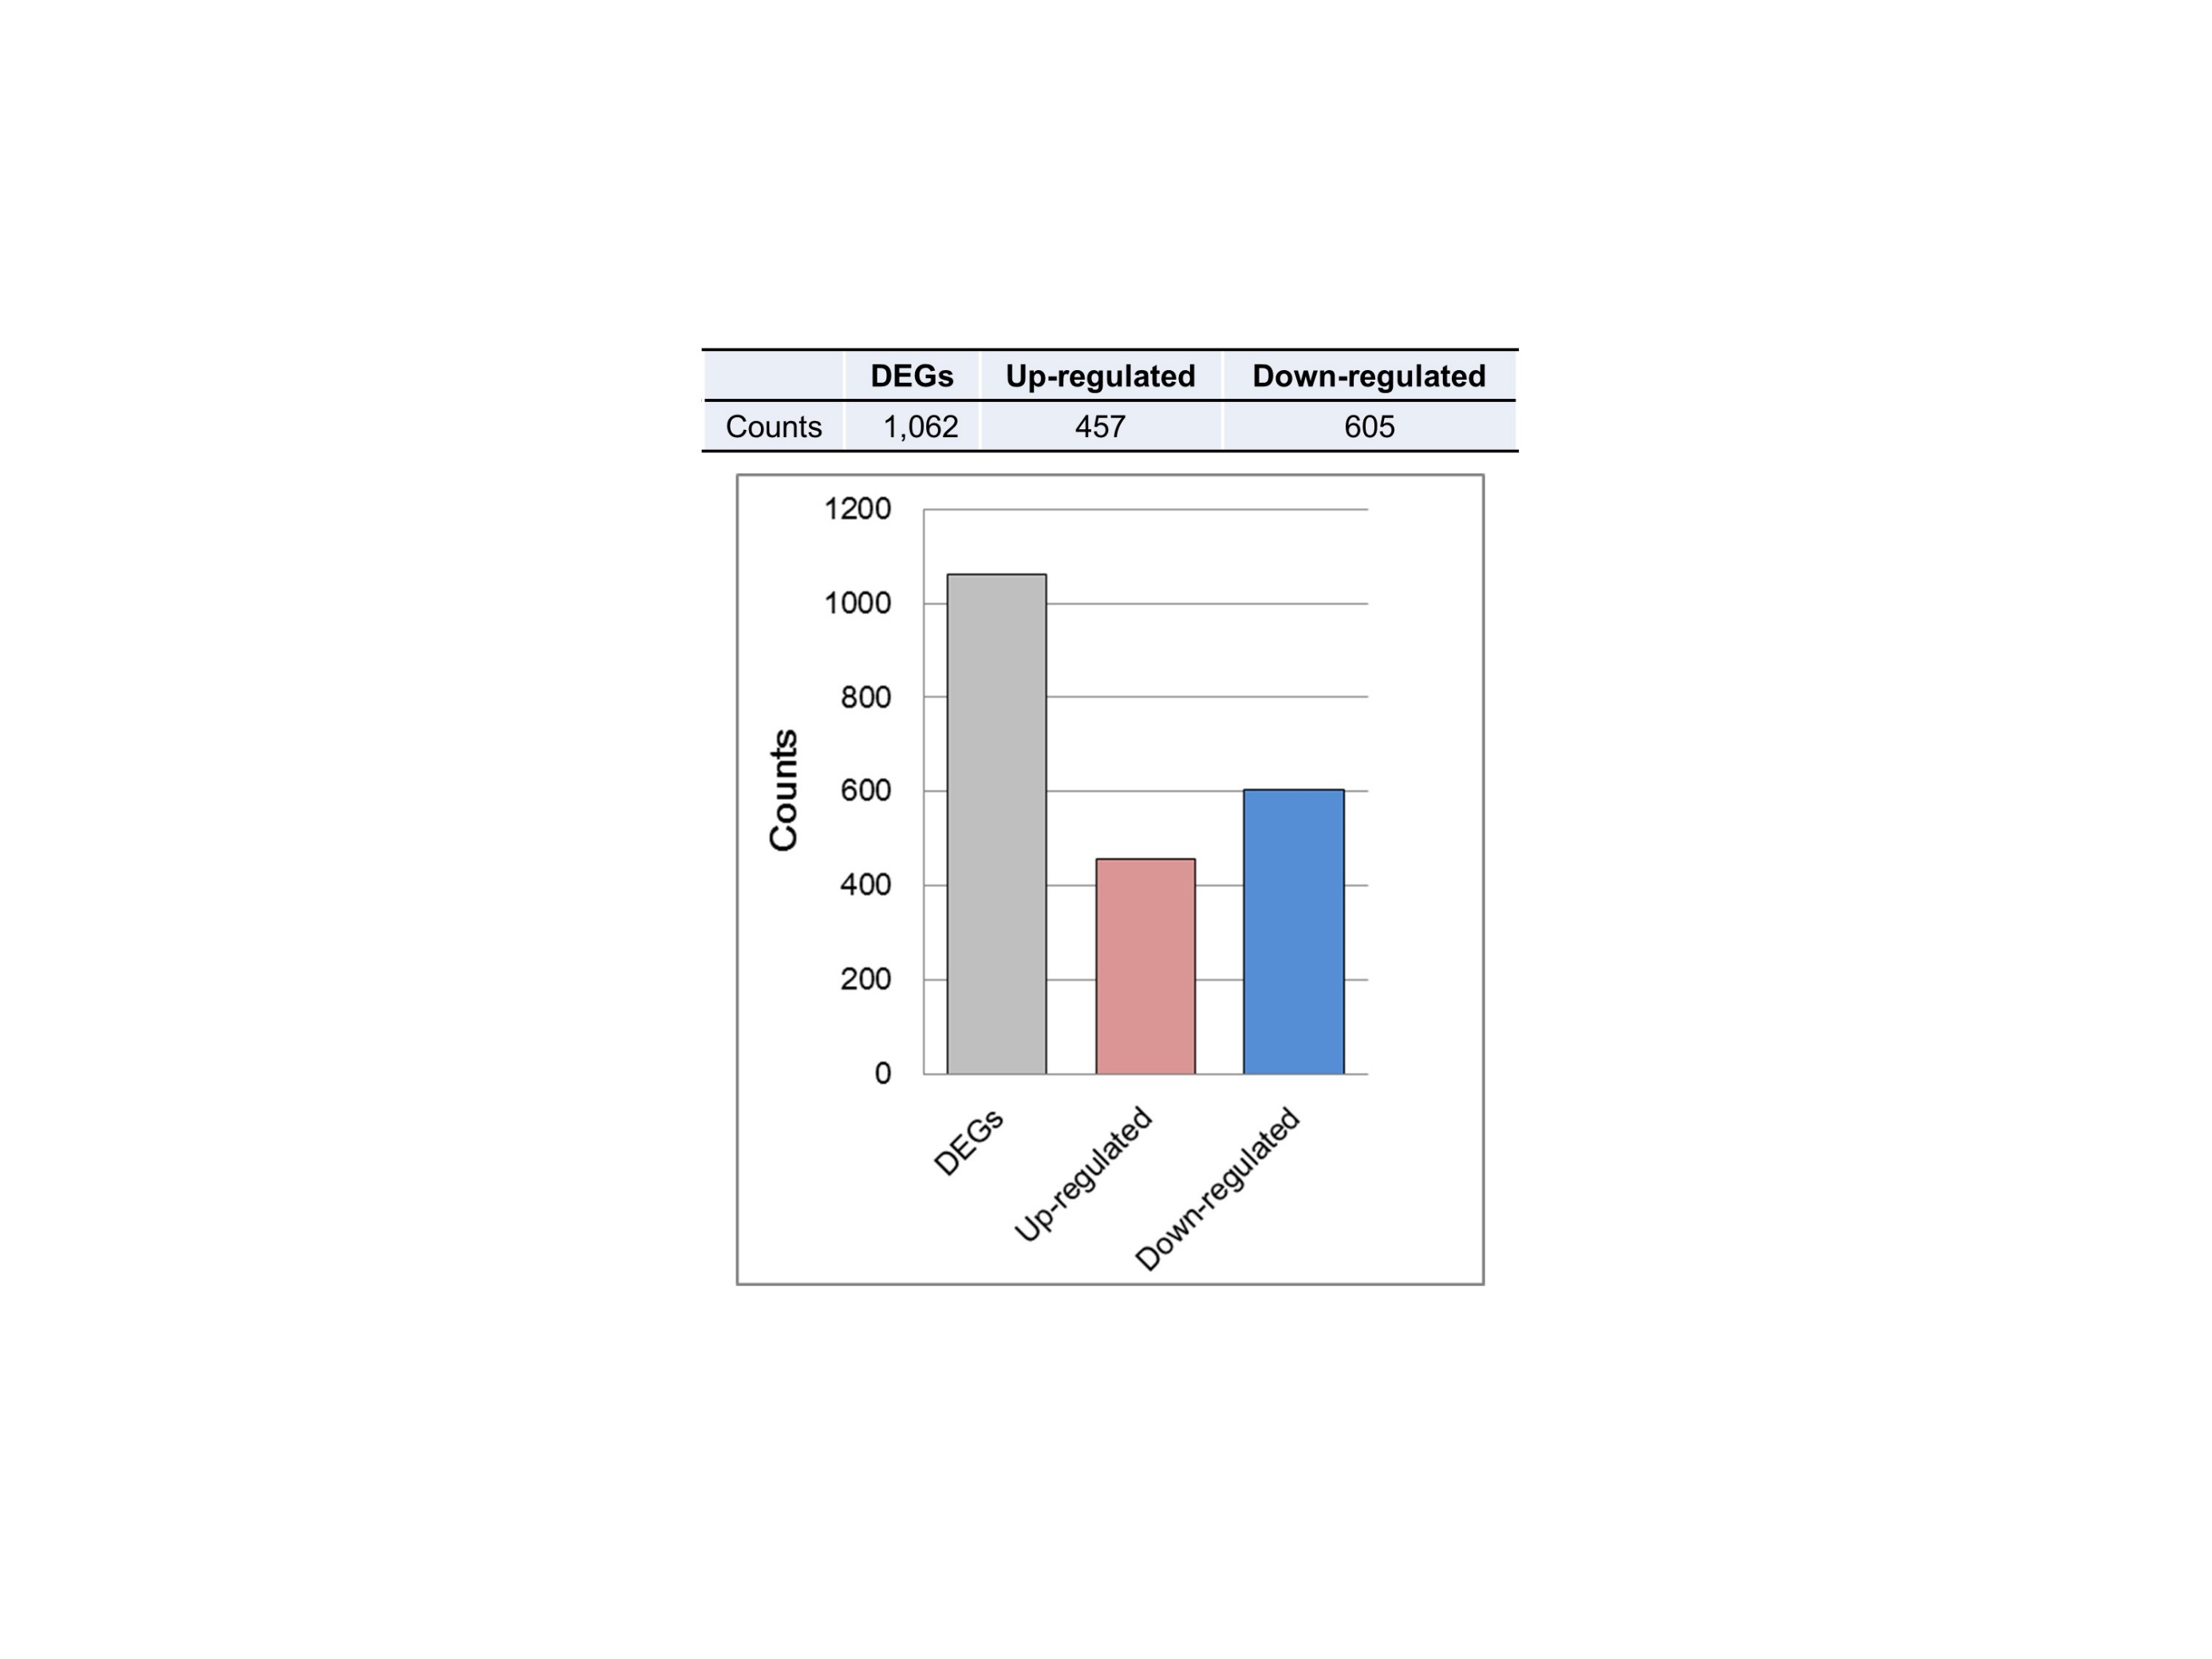

**Fig. S2.** Counts of DEGs. The number of upregulated and downregulated DEGs in the F-type compared with the B-type.

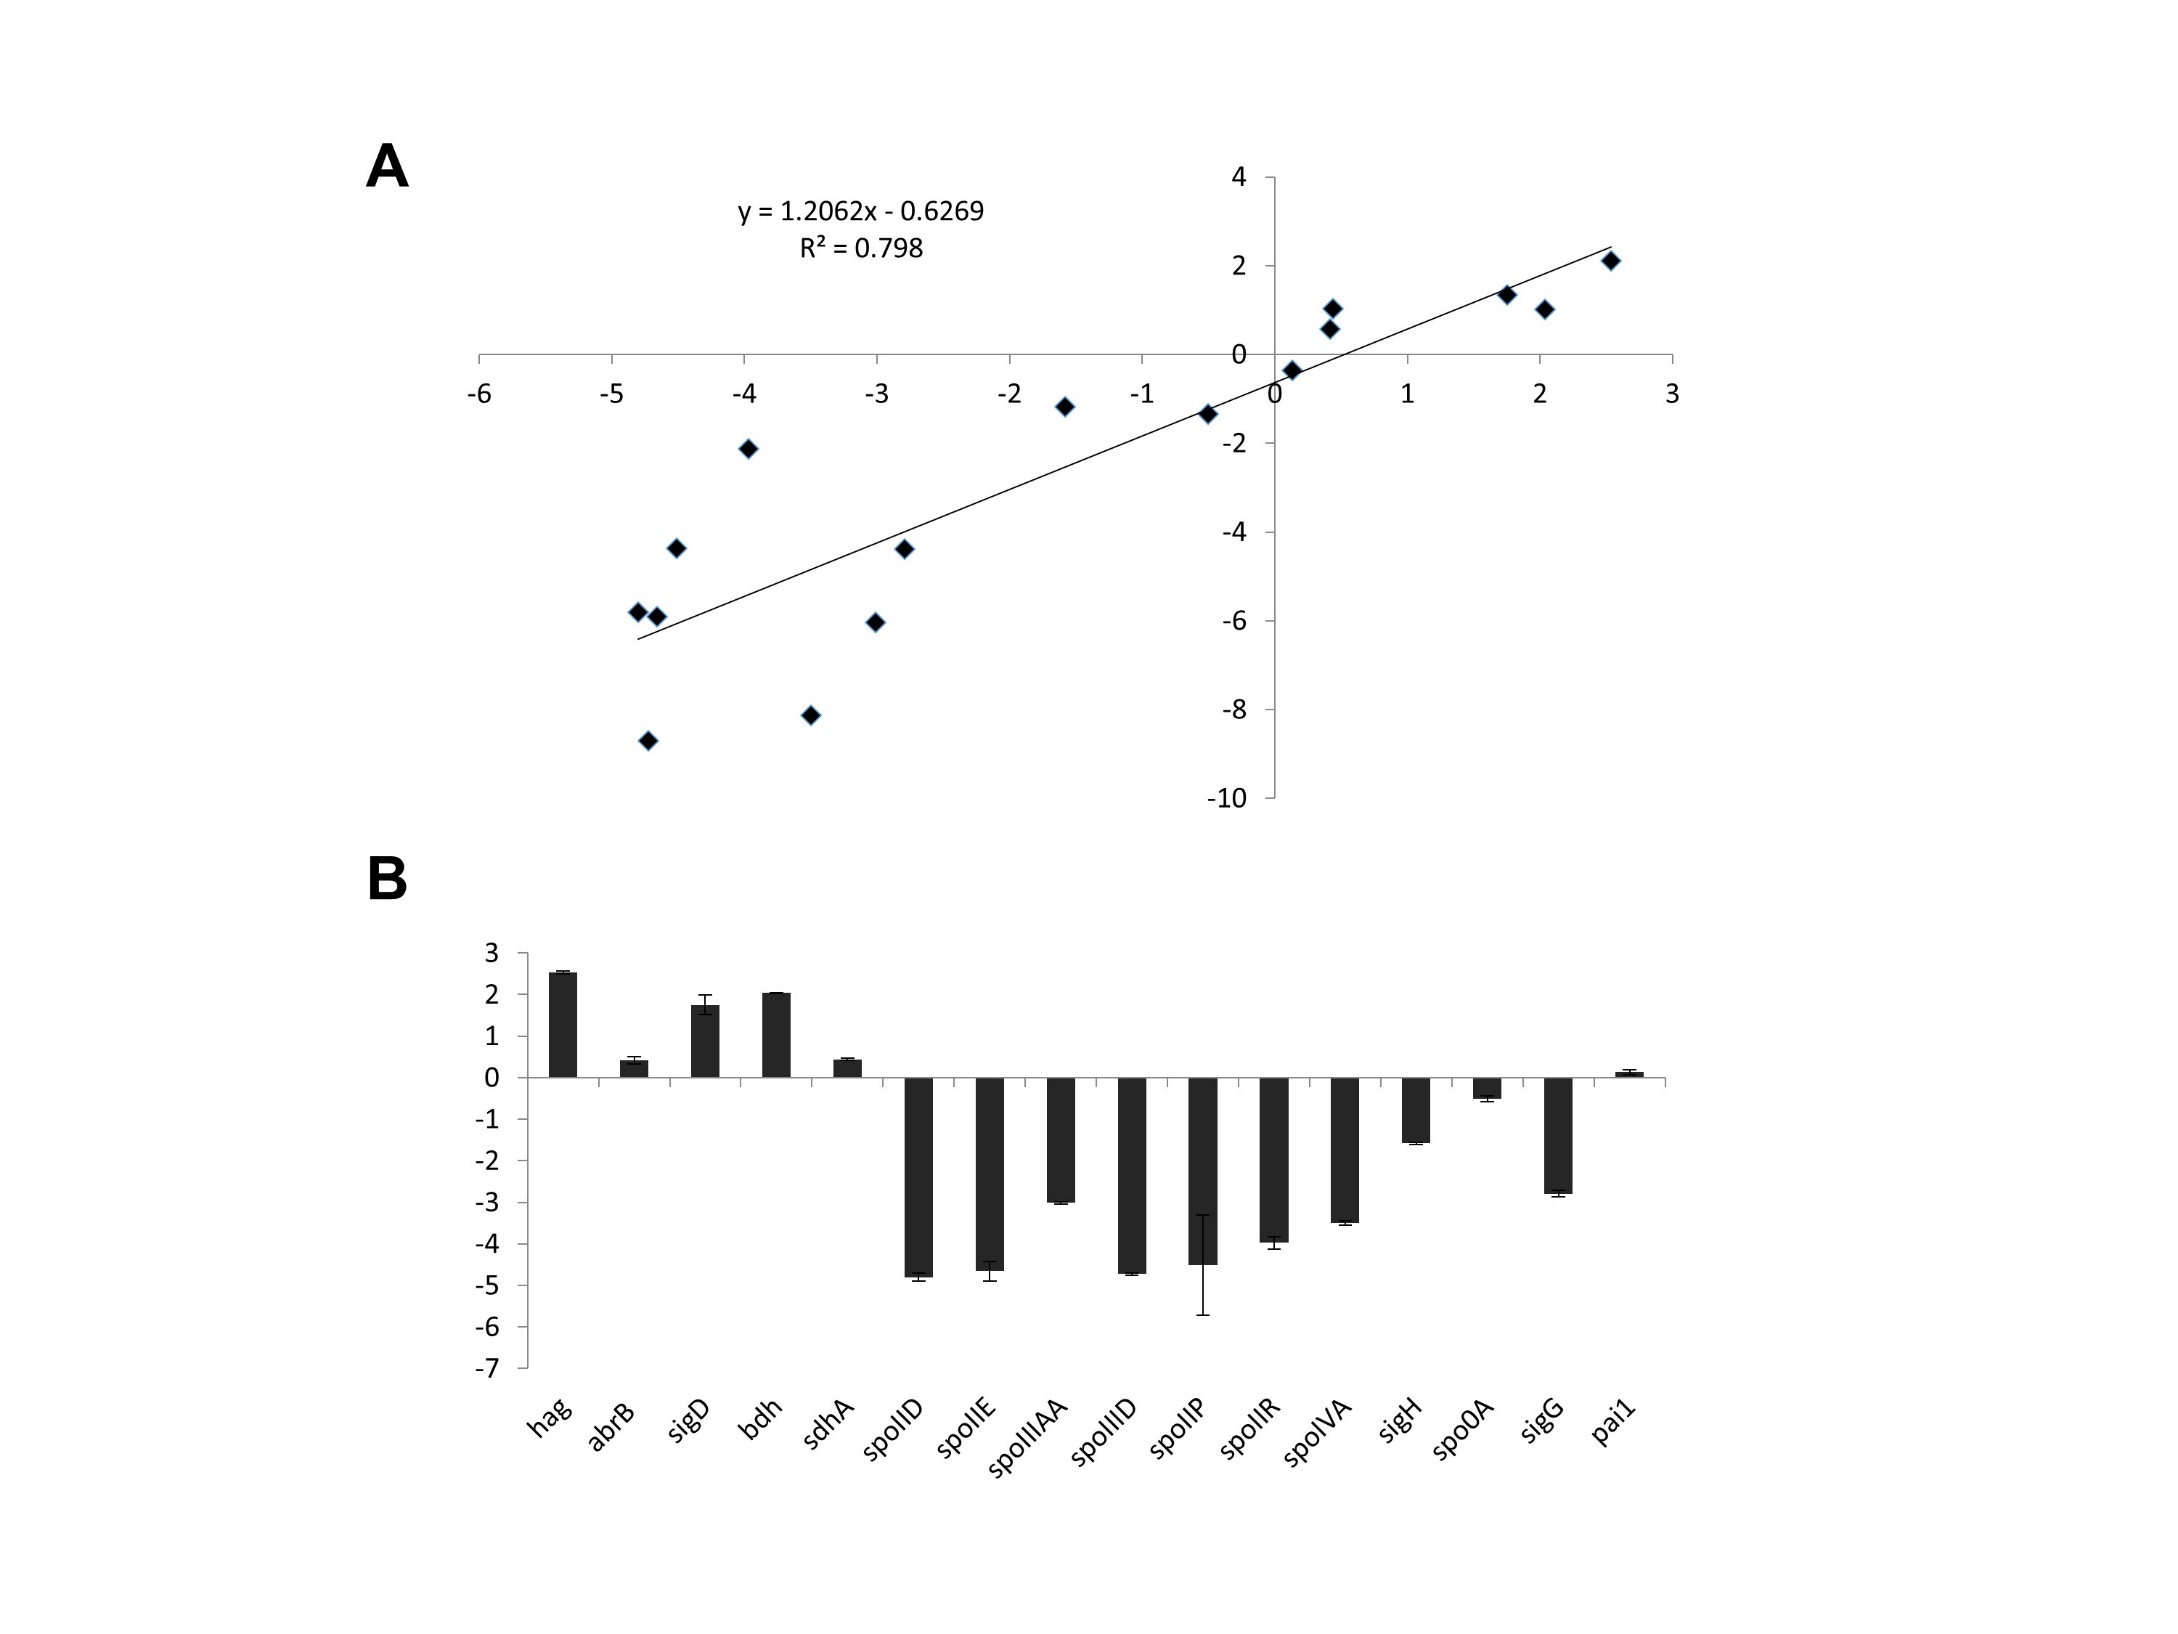

**Fig. S3. Validation of RNA-seq results using quantitative real-time PCR (qPCR).** The relative expression levels of randomly selected genes were analyzed by qPCR to validate RNA-seq results. (**A**) Log_2_ fold change measured by qPCR. (**B**) Log_2_ fold change measured by qPCR. Error bars represent standard deviation.

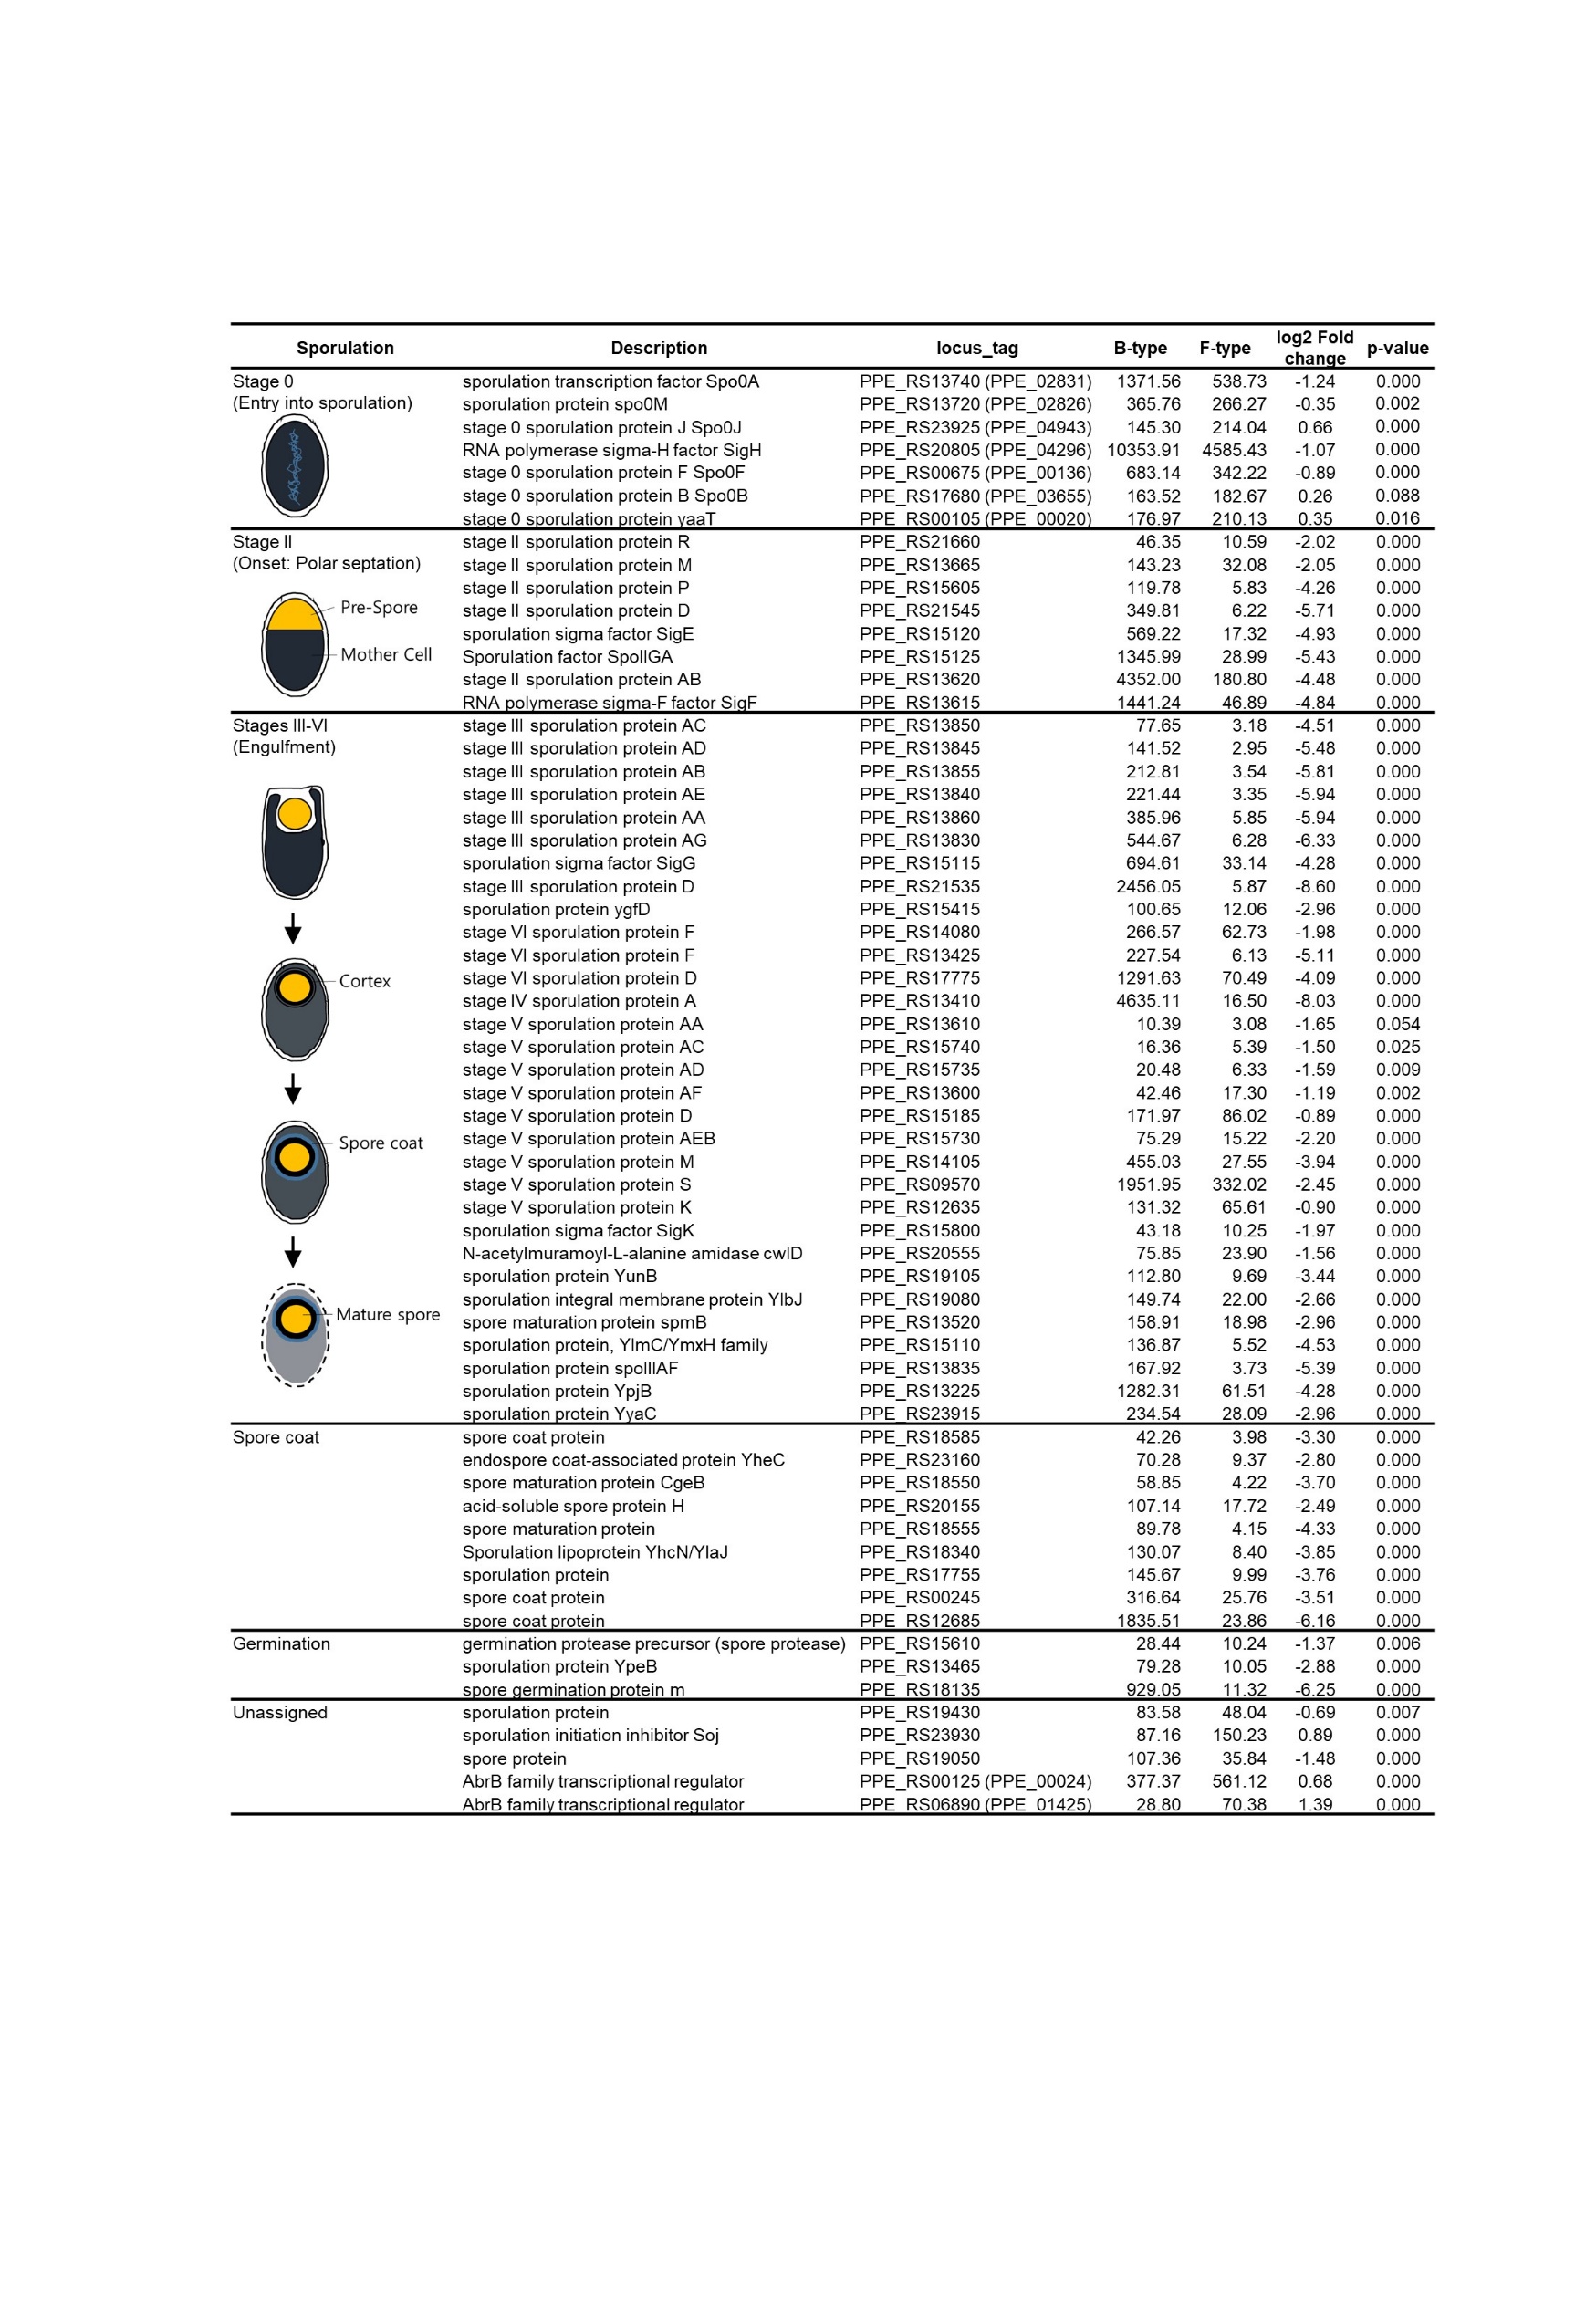

**Fig. S4.** The expression of genes known to be expressed at each stage of sporulation in F-type.

How the deposited data were processed for this re-analysis (not part of the article)

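The bald and the flat type of strain E681 were grown on tryptic soy agar for 48 h, and 1 library per type was sequenced. The types were taken from the sample labels and the paper, which both describe the bald wild type and the flat variant. There were no replicates to average or to test, so comparisons describe these 2 libraries.

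The authors mapped the reads to the E681 genome with BWA, sorted the alignments with SAMtools and deposited the count of reads on each of 4528 genes, without normalization. Tool versions and strandedness are not given in the methods. The authors also deposited the RPKM of each gene, which was checked to equal the reads per kilobase of gene scaled by the reads counted on all genes. The deposited tables give each gene's start, end and length in bases. Positions refer to the E681 chromosome as the tables give it, counted from 1. All counts were even numbers, so intervals were computed from read pairs, which are the counts divided by 2.

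Log2 fold changes of F-type against B-type were computed from the RPKM values after scaling both libraries to the same total RPKM, without a pseudocount. The 95% intervals were computed by Wilson's method from the read pairs of a gene in the 2 libraries, and they cover counting error only. The depth was 16034690 read pairs in B-type and 27787691 in F-type. On a gene of median length, 3 reads correspond to an RPKM of 0.111 and 0.0638. The MARS test was written out from the DEGseq formula and applied to the RPKM values, with p of at most 0.01 and at least 2-fold, as a comparison of the libraries and not of the cell types. The p-values that the paper's tables give to 3 decimals were met by all 167 entries.

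Gene lists were read from Tables S4 to S11 and from Figs. 5, 6, S3 and S4. Of 221 table entries, 86 were found by their current locus tag and 135, which carry older locus tags, by both RPKM values. The pmxD entry of Table S11 was met only to 1 decimal, at 272.2 in B-type and 114.9 in F-type. Gene names come from these tables and figures only. For the lists, the median log2 fold change was placed among 10000 random lists of the same size, drawn from 20 classes of mean expression. Tables S4 and S7 to S10 were drawn from differentially expressed genes, so that their medians were fixed in part by the selection. For these tables the number of upregulated genes was also compared with draws from all genes changed at least 2-fold, which was chosen after the data were seen. Runs of neighbouring genes are at least 5 genes in chromosome order, each changed at least 2-fold in one direction.

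Most of the genes named in the text follow a rule set before the data were examined. It takes the genes that the paper names with a value, the lowest and highest gene of each list, the 5 largest rises and 5 largest falls among genes with an RPKM of at least 10 in either library, and the 3 longest runs of neighbouring genes outside the paper's lists. Further genes from the paper's own tables and figures are named where a passage describes their list, and these were picked after the data were seen. Alternatives set before the data were examined were the RPKM ratio without rescaling, median-ratio and trimmed-mean scaling, totals without the 1% most highly expressed genes, pseudocounts of 1 and 5, a minimum RPKM of 10, other fold and p limits, the MARS test on read counts, and an added variation between cultures. The p limit of 0.05 and the test on read pairs were added later.

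The test and list computations were tested on simulated libraries built from the B-type expression, with 200 genes changed by known amounts. With counting error only, 96.0% of the changed genes were called and no unchanged gene was. With a coefficient of variation between cultures of 0.2, 89.5% of the changed genes and 60 unchanged genes were called, and with 0.4 these were 82.5% and 813. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The GO and KEGG enrichments, the qPCR and the STRING maps were not repeated, and base composition was not used here because no genome sequence was analysed.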

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

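The tests of scaling, read number, gene length, deletion and culture variation in this part were chosen after the results were seen, and the test of gene order was written down before its result. The paper's Tables S4 to S11 and Figs. 5, 6, S3 and S4 list no gene, as far as their genes could be placed, in 15 of the 36 runs of at least 5 neighbouring genes that changed in one direction by at least 2-fold. The 3 longest of these runs are a signal outside those lists, and all their genes had more than the 3 reads that the depth can show. Table S2 counts genes by GO term without naming them, and some genes of the discussion and of Fig. S3 could not be placed, so the paper's results can include genes of these runs.

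The longest has 13 genes, PPE_RS07535 to PPE_RS07595, from 1659593 to 1673839. They fell in F-type, with a median log2 fold change of -3.07 and a median RPKM of 201 in B-type and 8.67 in F-type. The F-type median is close to 8.39, the RPKM that separates the lowest 10% of genes in that library. The fall thus ends at the low end of the F-type values, which limits how exactly its size is known. The second has 12 genes from 829836 to 844530 that rose, with a median log2 fold change of 2.33 and a median RPKM of 47.9 in B-type and 222 in F-type. The third has 10 genes from 1023904 to 1033081 that rose, with a median of 2.02 and a median RPKM of 54.1 and 227.

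Technical explanations were weighed for the 35 genes of these runs. Under the 4 other scalings of the libraries, 34 of the 35 genes stayed at least 2-fold changed. These scalings moved log2 fold changes by no more than 0.10, so this test could only change genes close to the 2-fold limit. The 95% counting interval included 0 for 0 of the 35 genes, and the lowest number of read pairs in a library was 35. Because the runs hold only genes changed at least 2-fold, that outcome was largely given by the selection. In 1000 shuffled gene orders, at most 3 runs of this kind appeared, against 36 in the real order. Subtracting the median of genes of similar length left the run median closest to 0 at 2.02, its value before, so for that run the subtraction tells little. The medians of the 20 length classes lay between -0.30 and 0.27. A deletion in the F-type genome would leave the genes of the run that fell without reads, but all 13 of these genes had an F-type RPKM above 3.55, the value that separates the lowest 1% of the library. Base composition and reads shared between similar genes were not tested, because the genome sequence was not used here. The smaller mapped share of the B-type reads was also not examined as an explanation.

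A candidate biological explanation is that these gene groups change with the conversion from B-type to F-type. With 1 library per type, this cannot be told apart from variation between cultures of one type, which could change whole groups of genes together. It stays a hypothesis for replicate cultures to test.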

How the results depend on the processing

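Each alternative changed 1 choice and kept the rest, and apart from those named as added, all were set before the data were examined. No paired analysis was possible because each type has only 1 library. The 18 list medians kept their direction, and stayed inside or outside the central 95% of the random lists as before, under the 4 other scalings, both pseudocounts and the minimum RPKM of 10. A scaling moves all genes alike, so it could not change a percentile. For Tables S4 and S7 to S10 this was given in part by the selection of their genes. The numbers of higher and lower genes in each list did not change under any of these alternatives. No fold change of the 62 named genes changed its sign.

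The number of changed genes depended on the limits. At least 1.5-fold gave 963 higher and 1005 lower genes, and at least 3-fold gave 149 and 414, against 471 and 632 at 2-fold. By the MARS test, 922 were higher and 904 lower with p of at most 0.01 alone, and 60 and 260 with a coefficient of variation between cultures of 0.4, against 438 and 575. With a coefficient of 0.2, 300 and 466 genes remained. The test on read counts gave 392 and 687 genes, and on read pairs, an alternative added after seeing the data, 389 and 684. Requiring a 3-fold change left 19 runs of neighbouring genes in place of 36, with 158 genes in place of 295. The other alternatives for these counts stayed within 1.5 times the main value.

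The RPKM ratio without rescaling lowered every log2 fold change by 0.10, which was more than the counting interval of 36 of the 62 named genes. The pseudocount of 5 moved 28 of them past their interval, and its shifts over all 62 genes ran from -0.41 to 1.48. spoIIID had 47 read pairs in F-type, and its interval of -9.02 to -8.19 is the precision of its fall. How far any fold change would vary between cultures is not known from 1 library per type.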

Differences from the paper's values

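Of 50 values compared with the paper's, 3 differed when counts within 1.5 times of each other were taken as alike. The 3 are log2 fold changes, and the counts that are not equal follow below. The paper's Table S5 gives 1.29 as the log2 fold change of abrB (PPE_01425), and the value here was 1.39, which is also the value in the paper's text. The RPKM ratio without rescaling gave 1.29, and no other alternative set before the data were examined reached the paper's entry. The paper's Table S11 gives -1.24 for pmxD, and the value here was -1.14. The RPKM ratio without rescaling gave -1.25 (-1.245), within rounding of the paper's entry, and no other alternative set before the data were examined did. The RPKM values of pmxD in Table S11 also differ slightly from the deposited ones, 272.23 in B-type and 114.85 in F-type. In Fig. S3, read by eye, the RNA-seq value of abrB is about 0.6, and that of PPE_01425 here was 1.39. None of the alternatives set before the data were examined closed this gap. The other abrB gene, PPE_00024, had 0.68, or 0.57 without rescaling.

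The paper counts 1062 differentially expressed genes, 457 upregulated and 605 downregulated, with a p limit of 0.01 in its methods. The numbers here, 1013, 438 and 575, are within 1.5 times of these. With a p limit of 0.05 and at least 2-fold, a setting chosen after seeing the values, the numbers were 1062, 457 and 605. The paper's Table S6 is also headed with a p limit of 0.05, and its Table S9 lists a gene (PPE_03593) with a MARS p of 0.025. The limit behind the paper's count may thus have been 0.05, whereas its methods and Table S5 give 0.01. The paper states that it analysed 4796 genes, and the tables used here hold 4528.

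The legend of Fig. 6 states that all the citrate cycle genes were overexpressed in F-type. Here, 17 of the 21 genes were higher and 4 lower, the lowest with a log2 fold change of -0.98. The paper gives fold changes of -2 to -8 for stages II to IV and of -1 for stage 0. The later stages were grouped differently here, as stages II to VI, with log2 fold changes of -8.60 to -0.89, and the stage 0 genes ran from -1.24 to 0.66. The paper counts all 29 flagellar assembly genes as differentially expressed, as found here for Table S7, whereas Fig. 5A shows 32 genes, of which 30 changed by at least 2-fold. Under the other scalings, the flgG gene PPE_RS21525 of Table S7 fell below 2-fold.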

Other observations

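The tests of read depth, mixed RNA and position along the chromosome in this part were chosen after their results had been seen in full or in part, and the test of gene spacing was written down before its result.

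Sporulation genes of stage II and later kept a small number of reads in F-type. Over the 36 such genes with an RPKM of at least 100 in B-type, the F-type RPKM was 4.78% of the B-type RPKM at the median and 0.239% at the lowest. One explanation could be that some B-type RNA was mixed into the F-type library, since F-type arises from B-type. If this RNA had the profile of the B-type library, the ratio would be nearly the same for all these genes. The 90th percentile of the ratio was instead 15.6 times the 10th. Such a mixture could account for no more than the lowest ratio of 0.239%. The rest of the signal may come from F-type cells, from B-type RNA with another profile, or from sources not considered here. An RPKM under 10 was found for 590 genes in F-type, so low values were not special to the sporulation genes. None of these sources was tested separately.

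Sporulation genes of stages II to VI changed far more than those of stage 0. A lower read depth of the early genes was weighed as an explanation. Stage 0 genes had a median of 4042 read pairs in B-type, against 2072 for stages II to VI. This comparison could tell little, because depth does not shrink a fold change and the counting intervals of all 7 stage 0 genes already excluded 0. The difference cannot be told apart from variation between cultures.

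Genes next to each other changed alike. The Spearman correlation of log2 fold changes between neighbours, across gene pairs, was 0.80 for 1437 pairs under 50 bases apart and 0.20 for 1324 pairs over 200 bases apart, a difference of 0.59. Gene pairs are not independent replicates. The difference is consistent with genes of one transcript sharing their change, as a hypothesis, because the tables used here give neither transcripts nor strands. Of the genes changed at least 2-fold, 26.7% lay in the 36 runs.

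The log2 fold change did not follow the position on the chromosome. A gradient of gene copy number from the replication origin, taken to lie at the start of the sequence, could arise if the types grew at different rates. The Spearman correlation across genes of log2 fold change with the distance to the start was 0.002, so no such gradient was seen. The origin was not located separately.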
